# Genomic analysis of LPS-stimulated myeloid cells identifies a common pro-inflammatory response but divergent IL-10 anti-inflammatory responses

**DOI:** 10.1038/srep09100

**Published:** 2015-03-13

**Authors:** Andrew Paul Hutchins, Yoshiko Takahashi, Diego Miranda-Saavedra

## Abstract

Inflammation is an essential physiological response to infection and injury that must be kept within strict bounds. The IL-10/STAT3 anti-inflammatory response (AIR) is indispensable for controlling the extent of inflammation, although the complete mechanisms downstream of STAT3 have not yet been elucidated. The AIR is widely known to extend to other myeloid cells, but it has best been characterized in macrophages. Here we set out to characterize the LPS-mediated pro-inflammatory response and the AIR across a range of myeloid cells. We found that whereas the LPS-induced pro-inflammatory response is broadly similar among macrophages, dendritic cells, neutrophils, mast cells and eosinophils, the AIR is drastically different across all myeloid cell types that respond to IL-10 (all bar eosinophils). We propose a model whereby the IL-10/STAT3 AIR works by selectively inhibiting specific pathways in distinct cell types: in macrophages the AIR most likely works through the inhibition of NF-κB target genes; in DCs and mast cells through indirect IRF disruption; and in neutrophils through IRF disruption and possibly also indirect NF-κB inhibition. In summary, no conserved IL-10/STAT3 AIR effectors were identified; instead a cell type-specific model of the AIR is proposed.

Inflammation is a crucial physiological response to infection and injury that must be rapidly and carefully managed to maintain the proper functioning of tissues with precise spatiotemporal control. Bacterial infection is a classic model of inflammation, where lipopolysaccharide (LPS, a major outer membrane component of Gram-negative bacteria) is an endotoxin that may eventually lead to sepsis, the uncontrolled release of pro-inflammatory cytokines^1^. Toll-like receptor 4 (TLR4) is a central mediator of the innate and adaptive immune responses to LPS and its activation ultimately results in cytokine production, among other cellular responses^2^.

Multiple pro- and anti-inflammatory molecules act to resolve and modulate the level of inflammation^3^,^4^, such as IL-10, a crucial negative regulator of inflammation. This potent anti-inflammatory cytokine^4^,^5^,^6^ was originally discovered as a critical factor produced by Th2 cells to suppress Th1 cell function^7^, but was later found to be produced by a wide-range of immune cells (e.g. macrophages, dendritic cells, T cells, B cells, mast cells and neutrophils) in response to inflammatory signals, and enacts a systemic anti-inflammatory response (AIR)^8^. The signaling pathways that culminate in the production of IL-10 are complex and might be cell type-specific and stimulus-dependent^8^,^9^.

The central role of IL-10 in deactivating immune cells in response to pathogenic invasion^10^,^11^ has been amply demonstrated by the numerous ways that pathogens have evolved to hijack the IL-10/STAT3 signaling pathway to prolong their survival. For example, *Leishmania major* and *Mycobacterium tuberculosis* both induce Il10 expression to activate an AIR through STAT3^12^,^13^. *Toxoplasma gondii*'s ROP16 kinase phosphorylates STAT3 in macrophages to activate the AIR, thereby escaping inflammation^14^,^15^. Lymphocytic choriomeningitis virus leads to increased levels of IL-10, poor clearance of the virus and defects in T cell responses^16^, and IL-10 plays a similar role in HIV infection^17^. Fascinatingly, cytomegalovirus and Epstein-Barr virus harbor IL-10 orthologues in their genomes^18^,^19^. All these observations suggest that high IL-10 levels are important in establishing persistent infections^11^. Besides its role in tempering excessive inflammation, IL-10 is essential for controlling the extent of inflammation in the intestine: the Il10 knockout mouse is the prototypical model of Crohn's disease^20^, and mutations in the human IL-10 receptor leads to severe inflammatory bowel disease with raised levels of TNFa^21^.

Although best studied in macrophages, the IL-10/STAT3 anti-inflammatory pathway has long been known to extend to other cells of the myeloid system^22^. For instance a macrophage and neutrophil-specific Stat3 knockout develops chronic enterocolitis^23^. In neutrophils, IL-10 has been implicated as a potent anti-inflammatory factor^24^ that can down-regulate ROS production^25^. IL-10 can also suppress TNFa and IL-6 production in rat mast cells^26^. In eosinophils, IL-10 treatment results in apoptosis and an AIR-like suppression of TNFa and IL-8^27^. However, a detailed molecular description of the mechanisms whereby IL-10 enacts the AIR in distinct myeloid cell types is currently lacking and is of fundamental importance for obtaining a global picture of how the various cells of the immune system combat infection in a dynamic manner^28^.

Here we have investigated the pro- and anti-inflammatory responses of five distinct myeloid cell types: macrophages, neutrophils, splenic dendritic cells (sDCs), mast cells and eosinophils. Of these, macrophages, neutrophils, sDCs and mast cells respond to IL-10 by phosphorylating STAT3 and suppressing pro-inflammatory cytokines. Using genomic technologies we systematically interrogated the transcriptional changes caused by LPS and IL-10. Macrophages, sDCs and neutrophils all respond very strongly to LPS, whilst mast cells and eosinophils showed a weaker response. We show that the LPS-induced pro-inflammatory transcriptional response is broadly similar among the myeloid cell types, particularly at the level of cytokine response. In contrast, the AIR is drastically different across the four myeloid cell types that respond to IL-10, suggesting that despite similarity in the myeloid cell phenotype and their response to LPS, their AIRs are cell type-specific. We further propose models of the AIR in the distinct cell types and suggest that in macrophages the AIR is primarily involved in the indirect inhibition of NF-κB signaling, whereas in neutrophils and sDCs the IL-10 response is mediated by IRFs. Our study brings a new global mechanistic insight into pro-inflammatory and anti-inflammatory responses in myeloid cells.

## Results

### The IL-10/STAT3-mediated AIR is activated in macrophages, neutrophils, sDCs and mast cells, but not in eosinophils

We explored whether the IL-10 AIR can be activated in five distinct myeloid cell types, including three primary cell populations (thioglycollate-elicited peritoneal macrophages, bone marrow (BM) neutrophils and sDCs) and two BM-derived cell types (mast cells and eosinophils). Cells were assessed for purity both by morphology (>80%) and flow cytometry (>90%) (Fig. S1 and see Materials and Methods). Additionally all cells were treated according to the same protocol (Fig. 1A), including pre-treatment with IL-10 for 4 h, followed by LPS stimulation for a further 4 h and harvesting. We decided to focus on these relatively short time periods so as to minimize secondary effects downstream of either IL-10 or LPS. We probed STAT3 for Y705 phosphorylation and observed robust phosphorylation in macrophages, neutrophils, sDCs and mast cells (Fig. 1B–E, S2), but in eosinophils only a very weak band was observed (Fig. 1F, S2). Murine eosinophils not showing phosphorylation of STAT3 is remarkable as human peripheral eosinophils have been shown to respond to IL-10 by initiating apoptosis and suppressing GM-CSF, TNFa and IL-8 cytokine production^27^, although in that case the IL-10 activity was not specifically linked with STAT3 activation. Potentially this could be a difference between human peripheral eosinophils and the mouse BM-derived eosinophils used here, or may be related to the long-term treatment of eosinophils with IL-10 and LPS as here we only treat the cells for 4 h. Neutrophils were treated overnight with GM-CSF as a maturation agent^29^ and most neutrophils adopted a mature phenotype and additionally showed IL-10 mediated suppression of Tnf (TNFa) (Fig. S3). Although GM-CSF has been reported to activate STAT3, at least transiently^29^, we could not detect Y705 STAT3 phosphorylation after overnight culture of neutrophils with GM-CSF (Fig. 1B, S2).

Next, to verify that the IL-10-mediated activation of STAT3 in fact executes an anti-inflammatory response, we quantified the expression changes of a set of inflammatory cytokines. Although the different cell types show different magnitudes of response to both LPS and IL-10 treatment, we can broadly say that macrophages, neutrophils, sDCs and mast cells present an AIR as determined by the suppression of Tnfa, Cxcl10 and Il12b upon IL-10 addition (Fig. 1G). As suggested by the lack of STAT3 phosphorylation in eosinophils, suppression of inflammatory cytokines was not observed (Fig. 1G). Potentially this is due to the low expression of IL-10 receptor genes Il10ra and IL01rb (Fig. S4A, S4B, S4C, S4D). The lack of STAT3 phosphorylation and corresponding lack of cytokine suppression indicates that eosinophils do not execute and anti-inflammatory response.

### Principal component analysis reveals cell type-specific expression profiles and suggests that the pro-inflammatory response has a cell type-independent component

RNA-seq experiments (Table S1) were performed to gain a broad picture of the transcriptional changes associated with the stimulation of all myeloid cell types with either LPS, IL-10, or both. 

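RNA was taken from peritoneal macrophages, bone marrow neutrophils, splenic dendritic cells (sDCs), and mast cells and eosinophils grown from bone marrow. Cells were left untreated or received the anti-inflammatory cytokine IL-10, the bacterial endotoxin LPS, or both, each at 100 ng/ml. IL-10 was given for 4 h and LPS for the 4 h that followed. By the scheme in Fig. 1A the groups with LPS were harvested at 8 h and the groups without it at 4 h, so LPS and the longer culture go together in every comparison of LPS with no LPS. Macrophages, neutrophils, sDCs and mast cells had 4 treatments and eosinophils had 2 (untreated and LPS), with 2 libraries per group and 36 libraries in all. The paper's Table S1 lists between 5.47 and 36.3 M (mega) mapped tags per library, with a median of 20.7 M. The range was 5.47 to 20.4 M in macrophages (median 15.3 M), 17.8 to 34.7 M in neutrophils (median 23.6 M) and 19.9 to 21.5 M in sDCs (median 20.6 M). Mast cell libraries held 17.8 to 30.6 M mapped tags (median 24.3 M) and eosinophil libraries 26.7 to 36.3 M (median 34.6 M). The deeper of the 2 macrophage libraries held 3.52 times the tags of the other with LPS and 3.69 times with IL-10 and LPS, whereas the largest such ratio in the other cell types was 1.86.

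The authors aligned the reads to Ensembl v67 (mm9) transcripts with RSEM and bowtie and normalized the tag counts for GC content with EDASeq. The deposited table gives 1 value per transcript and group, the authors' mean over the 2 replicates, and every group has the same highest value of 185338. These means carry no SD and no n, so by themselves they allow no test of a single transcript between treatments, and the q-values behind the paper's own calls could not be computed. The copy used here holds part of the transcripts, 16993 with a gene name from 6509 genes, so numbers of transcripts are not on the scale of the whole transcriptome. Transcripts with a group mean of at least 10 in a cell type were kept in that cell type. Log2 fold changes were taken on log2(mean + 1), which understates the change of low transcripts, and a change of at least 2-fold was called. Gene values are sums over a gene's transcripts, since the authors' counting could split reads between isoforms and near-identical genes.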

Analysis of the biological replicates from independent mice reported Pearson correlations within the range of 0.7–0.9 (with most >0.8), indicating that our RNA-seq libraries are of high quality (Fig. S5). 

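The 2 values behind a deposited mean were reconstructed for 2110 transcripts that also appear in the lists of the paper's supplementary tables. The log2 fold changes printed in those tables were taken to be differences between averages of log2(value + 0.1) over the replicates, and with the means they leave pairs of whole numbers to be solved. A solution was found in each of the 10536 combinations of transcript and cell type tried. After the means had been shuffled between transcripts, 2.30% of the combinations still had a solution, and 11.0% in eosinophils, where only 1 contrast constrains the values. Only combinations with a single solution were used. The pairs have no order within a group, so each was entered both ways round, on log2(value + 1). Pearson correlations across transcripts, which are not independent, then lay between 0.62 and 0.71 in the 4 macrophage groups, 0.68 and 0.71 in mast cells, 0.73 and 0.80 in neutrophils, 0.78 and 0.80 in eosinophils, and 0.81 and 0.84 in sDCs. Of the 18 groups, 5 exceeded 0.8, and on the linear scale 8 did. Among transcripts with a mean of at least 50, the typical (median) difference between replicates was 0.35 log2 units in sDCs, 0.95 in macrophages and 1.13 in mast cells. These transcripts are ones that the paper lists as changed, not a sample of all transcripts. Restricting them to a mean of at least 50 moved the range most, to 0.23 to 0.69. Such a minimum, set on the mean of the same 2 values, narrows their range, which by itself lowers a correlation.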

We performed principal component analysis (PCA) on all RNA-seq libraries to map the transcriptional variability of myeloid cells (both resting and stimulated). As expected, most of the variability arises from the identities of the various cell types rather than the treatments despite the potent effect that stimulation with LPS and IL-10 have on gene expression (Fig. 2A). 

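Principal components were computed from log2(mean + 1) of 16993 transcripts in the 18 groups, centred per transcript. Differences between cell types held 76.8% of the variance, differences between LPS and no LPS within a cell type 12.3%, and differences between IL-10 and no IL-10 within those 11.0%. As the table holds means, differences between the replicates of a group are not part of the total. Noise that remains in a mean of 2 replicates is part of it and enters these shares. Components 1, 2 and 3 took 26.9%, 24.1% and 19.5% of the variance, and 99.3%, 99.5% and 99.8% of each lay between cell types. In component 4, with 6.89% of the variance, 86.7% lay between cell types and 12.6% between LPS and no LPS.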

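Component 5 held 5.33% of the variance of the group means. Within this component 84.9% of the variance lay between LPS and no LPS inside cell types, and a difference common to all 5 cell types explained 49.2%. Groups with LPS had the higher average score in 5 of 5 cell types. An exact permutation test (two-sided, 2592 labellings of LPS within cell types) gave p = 0.00077, the smallest p these labellings allow, and 0.0044 after Benjamini-Hochberg adjustment over 17 components. The same p was reached in components 1 and 4, where differences between cell types dominate. Ranking components by a common LPS difference was chosen after the components had been seen. By the criterion set beforehand, the largest share of LPS within cell types, component 11 ranked first (95.9% of its variance), but it held 1.36% of all variance and moved in the same direction in only 2 of 5 cell types (permutation p = 0.31, adjusted p = 0.76). Without centring of transcripts, which moved the result most, the component with the largest common LPS difference was component 6, with 0.337% of all variance.

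**Figure D1:**
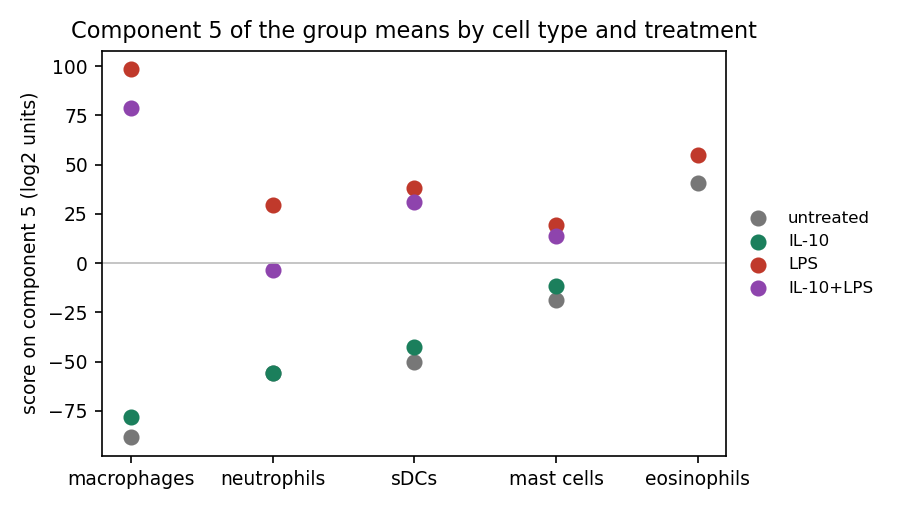
Score on component 5 (vertical axis, log2 units) of each group mean, by cell type (horizontal axis) and treatment (colour); each point is the mean of 2 libraries and has no error bar. Macrophages moved from -88.5 (untreated) to 98.5 (LPS) and eosinophils from 40.9 to 55.0; the untreated and IL-10 points of neutrophils overlap at -56.0.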

PC2 through 5 mainly reflected cell type-specific gene expression programs, whilst a PC corresponding to LPS treatment did not appear until PC6 (Fig. 2A). At no point could we detect a PC that corresponded to IL-10 treatment. This indicated to us that the LPS response had some commonality between the cell types, but the IL-10 treatment conversely was cell type-specific. 

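IL-10 was tested in the same components by an exact permutation of its labels within the 8 pairs of groups with and without IL-10 (256 labellings, two-sided). Component 6, with 2.59% of the variance, had the smallest value (exact permutation p = 0.0078, adjusted p = 0.133), and all 8 pairs moved in the same direction. That is the smallest p the labellings allow, and with 17 components a single component cannot fall under an adjusted p of 0.133. A common IL-10 difference explained 17.8% of component 6. The largest common share was 36.4%, in component 10, where 6 of 8 pairs moved in the same direction (exact permutation p = 0.047, adjusted p = 0.266). Summing transcripts to genes raised the largest common share most, to 78.0%, in component 8 of the gene sums, again with 8 of 8 pairs and an adjusted permutation p of 0.133.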

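Tnf encodes tumor necrosis factor and lies on chromosome 17 of NCBIM37 (mm9) from 35336326 to 35338952. With LPS its mean rose from 712.5 to 185338 in macrophages, which is the ceiling of the deposited table, so the log2 fold change of 8.02 is limited by it. The log2 fold change was 4.35 in neutrophils, 5.55 in sDCs, 3.36 in mast cells and 1.92 in eosinophils. Reconstructed replicate values were 380 and 400 in untreated sDCs and 13672 and 22865 with LPS. In mast cells they were 42 and 1060 without LPS and 3568 and 7755 with it. In neither cell type did the pairs overlap. The single Tnf transcript (ENSMUST00000025263) had rank 24 of 16993 by its loading on component 5. Nos2, Nfkbiz, Ifit1, Shisa3 and Ncoa7 had the largest loadings, Il27 had rank 6 and Il12b rank 14. Il1a and Il1b were not analysed here.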

Along PC6 the gene loading indicated many pro-inflammatory factors in common between the cell responses (Fig. 2B), for example the cytokines Il1a, Il1b, Tnf (Fig. 2C).

To place our myeloid cell RNA-seq libraries into a broader context we re-analyzed publicly available RNA-seq datasets of related myeloid and lymphoid cells and clustered all samples by their pairwise coefficients of determination (R^2^). The macrophage and granulocyte cells cluster with previous RNA-seq samples, and the myeloid cells are all distinct from lymphoid cells types (Fig. S6).

### LPS-induced pro-inflammatory programs are relatively cell type-invariant

When the distinct types of myeloid cell were treated with LPS they responded in different ways: whereas all five cell types upregulate ~1000–2000 transcripts (Fig. 3A; Table S2, S3), the overall magnitude of activation is much higher in macrophages, neutrophils and sDCs, whilst eosinophils and mast cells respond less strongly (Fig. 3B). 

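Of the transcripts kept in each cell type, LPS raised 2993 of 15110 by at least 2-fold in macrophages, 2206 of 14990 in neutrophils and 2210 of 14603 in sDCs. It raised 1413 of 14719 in mast cells and 767 of 13566 in eosinophils. It lowered 3161, 2059, 2186, 1263 and 696 transcripts in the same order. Among raised transcripts the median log2 fold change was 2.00 in macrophages, 1.88 in neutrophils, 1.84 in sDCs, 1.78 in mast cells and 1.74 in eosinophils. Over all kept transcripts the median absolute log2 fold change was 0.75, 0.53 and 0.57 in macrophages, neutrophils and sDCs, and 0.35 and 0.20 in mast cells and eosinophils. Summing transcripts to genes moved the numbers most among the settings chosen beforehand, to 774 genes raised in macrophages and 120 in eosinophils. It also changed the order of the medians, which were then 1.77, 1.76, 1.70, 1.68 and 1.75. In macrophages, replicate 1 of the untreated and IL-10 groups had been published before, so LPS is set there against an earlier library. The spread between replicates differs between cell types, and calls on means do not take it into account.

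The genes with the largest rise, by gene sums, were Serpina3f (listed at 0 untreated and 830.5 with LPS), Il12b (log2 fold change 8.89), Ptx3, Il27 and Shisa3 in macrophages. Il12b led in neutrophils (10.87), followed by Csf3, Saa3, Il10 and Ifit3. In sDCs they were Saa3 (8.19), I830012O16Rik, Ifit1, Il27 and Serpina3f, in mast cells Nos2 (listed at 0 untreated and 185.5 with LPS), Ifit1 (7.10), Cav1, Il27 and Il12b, and in eosinophils Map3k8 (4.88), Daf2, Gpr84, Itgb8 and Saa3. Several of these start from a mean near 0, where the fold change depends on the pseudocount.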

If we focus only on the three strongest-responding cells (macrophages, neutrophils and sDCs), 2273 transcripts are upregulated in any 2 of the 3 cell types, indicating a substantial overlap in the LPS-mediated response, although some upregulated transcripts remain unique to each cell type (Fig. 3C). 

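In at least 1 of macrophages, neutrophils and sDCs, 5298 transcripts rose by 2-fold or more with LPS. Of these, 1636 (30.9%) rose in any 2 of the 3 cell types and 475 in all 3. Among the 12635 transcripts kept in all 3 cell types, independent draws of sets of the same sizes would share 43.7 transcripts in all 3. In all 5 cell types 70 transcripts rose, where independent draws would give 0.071. Calls made on gene sums shared 36.1% of raised genes between any 2 of the 3 cell types. For transcripts on the paper's list of those raised in all 5 cell types, the reconstructed values show how often the treatments separate. Both LPS values lay above both untreated values for 87.1% of 140 transcripts in macrophages, 92.6% of 136 in neutrophils, 93.4% of 136 in sDCs, 61.7% of 149 in mast cells and 74.8% of 119 in eosinophils. The paper put these transcripts on its list because LPS raised them in the same libraries, so high percentages follow in part from that choice. Of 100 transcripts solved in all 5 cell types, 45 were separated in every one.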

Functional (GO) analysis on the sets of upregulated transcripts indicates that all five cell types display a robust inflammatory response, as indicated by enriched GO terms for innate immunity and cytokine production suggesting a strong commonality in the LPS-mediated pro-inflammatory response (Fig. 3D).

In an alternate approach to the above thresholding strategy we also used weighted-gene correlation network analysis (WGCNA)^30^ to correlate genes changes with specific treatments (Fig. S7). WGCNA identified 1 module specific to LPS-treatment that was not also significant for any cell-type or IL-10 (Fig S7A). The module defined 649 genes, of which half were a subset of the genes identified by thresholding (Fig S7B, C). This alternate approach supports the idea that the LPS-response is relatively similar across the cell types, in agreement with the thresholding approach and the appearance of a principal component (PC6; Fig 2A) that corresponds to LPS stimulation.

We then analyzed the different families of signaling factors and looked at changes in gene expression. Cytokine, chemokine and growth factor gene annotations were manually collated from the gene ontology terms (e.g. GO:0005125 ‘cytokine activity') and divided into 20 ‘families' (interleukins, chemokines, growth factors etc), based on the annotation from the Cytokine Family Database. 

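The interleukin, chemokine and TNF families are held here only in part, with 12 of 46 interleukins, 7 of 40 chemokines and 7 of 18 TNF-family members, so no test of a family was run. Members with a gene sum of at least 10 were counted. LPS raised 10 of 10 interleukins by at least 2-fold in macrophages, 9 of 11 in neutrophils, 7 of 11 in sDCs, 6 of 8 in mast cells and 2 of 6 in eosinophils. Their median log2 fold change was 5.53 in macrophages, 2.83 in neutrophils, 3.03 in sDCs, 2.19 in mast cells and 0.55 in eosinophils. Among chemokines 3 of 6 rose in macrophages, 4 of 4 in neutrophils, 2 of 6 in sDCs, 4 of 5 in mast cells and 2 of 3 in eosinophils, with medians of 1.10, 3.96, 0.76, 2.06 and 1.51. TNF-family members rose in 5 of 7, 3 of 6, 4 of 7, 4 of 7 and 2 of 4 cases in the same order of cell types.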

Their expression fold-changes upon LPS stimulation showed that the three families changing most significantly were interleukins, chemokines and TNF (tumor necrosis factor) cytokines (Fig. 3E and Fig. S8). Indeed, of the cytokines differentially regulated in at least 2 cell types almost all of them were either interleukins, chemokines or a TNF-family member, and the strongest responders by fold-change were consistently chemokines (Fig. 3F). These results suggest substantial similarity in the LPS response in each of the 5 cells, particularly at the level of cytokine/chemokine activation.

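Among the chemokines held here, Ccl22 rose in every cell type, with log2 fold changes of 2.78 in macrophages, 5.41 in neutrophils, 3.98 in sDCs and 3.80 in eosinophils. In mast cells it was listed at 0 untreated and at 43.5 with LPS. It lies on chromosome 8 of NCBIM37 from 97269490 to 97275599. The reconstructed values of Ccl22 were 159 and 192 in untreated macrophages and 967 and 1457 with LPS, and 10 and 42 against 244 and 508 in eosinophils. Ccl17, also on chromosome 8, from 97334353 to 97335935, rose by 1.34 in macrophages, 2.40 in neutrophils, 5.14 in sDCs and 2.06 in mast cells. Its log2 fold change was -0.24 in eosinophils. By gene sums, the family member with the largest log2 fold change was an interleukin in macrophages and neutrophils (Il12b), in sDCs (Il27, 7.76) and in mast cells (Il27, 6.07). In eosinophils it was the chemokine Ccl22 (3.80). Tnf in macrophages with LPS was at the ceiling of the deposited table, so its order against Il12b there is not settled. Most chemokines of the paper's panel were not analysed here.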

### IL-10/STAT3 suppresses distinct subsets of LPS-induced genes in distinct myeloid cell types

In macrophages the IL-10/STAT3 AIR is known to suppress only a specific subset of all the genes induced by the LPS pro-inflammatory response^31^. Therefore the AIR does not have an indiscriminate effect on transcription, but specifically inhibits a number of pathways. Since neutrophils, mast cells and sDCs also respond to IL-10/STAT3, the anti-inflammatory response best described in macrophages may extend to other myeloid cells. To investigate this systematically, we divided the genes that were significantly upregulated by LPS into two classes: (i) ‘AIR genes', i.e. those that were downregulated at least 2-fold upon IL-10 stimulation; and (ii) ‘not-AIR genes', i.e. those whose expression did not fall by 2-fold. 

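AIR transcripts were taken as those raised at least 2-fold by LPS whose mean with IL-10 and LPS was at least 2-fold lower than with LPS alone. They numbered 869 in macrophages (29.0% of the transcripts raised by LPS), 865 in neutrophils (39.2%), 517 in sDCs (23.4%) and 444 in mast cells (31.4%). Summing transcripts to genes moved these shares most downward in macrophages, neutrophils and sDCs, to 18.1%, 29.7% and 12.1%, and gave 31.1% in mast cells. Among the settings chosen beforehand, a minimum of 50 lowered the mast cell share most, to 26.3%. Counting a fall of 1.5-fold raised the shares to 42.5%, 57.3%, 40.8% and 44.2% in the order of cell types above. LPS libraries enter both steps, so chance alone yields AIR transcripts. With no effect of IL-10 and noise drawn from the reconstructed replicate values, simulation gave 1083 AIR transcripts in macrophages, 807 in neutrophils, 574 in sDCs and 976 in mast cells. Noise was drawn for each group on its own, although replicate number goes with the library kit in mast cells and with depth in macrophages and neutrophils. That noise is too large for all transcripts, as it also gave 2710, 2204, 1606 and 2784 transcripts raised by IL-10 where 1500, 1004, 1100 and 952 were observed. With the noise scaled down to the observed numbers raised by IL-10, simulation gave 567, 326, 379 and 258 AIR transcripts, and at most 627, 366, 428 and 298 in 100 simulations. The scaling treats all calls for IL-10 alone as noise. As shares of the simulated transcripts raised by LPS these were 15.1%, 11.5%, 13.4% and 11.3%, and without scaling 24.9%, 22.5%, 18.4% and 27.0%. All lay below the observed shares. Noise was added to means that already hold noise, and more transcripts rose with LPS in the simulations than were observed.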

We found that only a subset of transcripts were downregulated by IL-10 in all myeloid cells investigated here, ranging from 403 in sDCs (15% of genes) to 759 in neutrophils (34% of genes) (Fig. 4A; Table S4). 

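In at least 1 of the 4 cell types that received IL-10, 2235 transcripts were AIR transcripts. Of these, 396 (17.7%) were AIR transcripts in any 2 or more cell types, 57 in 3 or more and 7 in all 4. The 7 transcripts belong to I830012O16Rik, Ppfia3, Il12b, Lta, Ccl17, Daxx and Tpbg. The Il12b transcript (ENSMUST00000102796), on chromosome 11 of NCBIM37 from 44213565 to 44227535, had log2 changes with IL-10 of -4.00 in macrophages, -7.20 in neutrophils, -3.11 in sDCs and -2.72 in mast cells. Its reconstructed values with LPS were 4042 and 4521 in macrophages and 246 and 286 with IL-10 added, and 5290 and 6366 against 543 and 804 in sDCs. Lta, on chromosome 17 from 35340110 to 35342296, changed by -1.86, -2.90, -1.84 and -1.54 in the same order. Its replicates separated the treatments in macrophages (128 and 168 against 33 and 47), but not in mast cells, where they were 2 and 185 with LPS and 1 and 62 with IL-10 added. For Ccl17 in mast cells they were 2 and 67 against 6 and 6.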

The number of AIR transcripts common to the four myeloid cell types was surprisingly low (n = 21), with just 450 AIR transcripts (28% of all AIR transcripts) down-regulated in any 2 cell types (Fig. 4B). Compare this to the not-AIR transcripts, which show a larger agreement, with 2060 (53%) genes common to any 2 cell types (Fig. 4C). This suggests that the AIR is fundamentally distinct across the four myeloid cell types. 

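Not-AIR transcripts, raised by LPS but not lowered 2-fold by IL-10, numbered 4581 over the 4 cell types. Of these, 1205 (26.3%) were shared by any 2 or more cell types and 46 by all 4. The AIR share lay below the not-AIR share in each of 9 settings but 1, for example with gene sums (26.2% of AIR genes against 32.9% of not-AIR genes). In the setting with a fall of 1.5-fold for AIR the order was the reverse, with 22.5% of AIR and 20.8% of not-AIR transcripts. Set sizes differ between the classes, and larger sets share more. Random subsets of the transcripts raised by LPS in each cell type, drawn 10000 times at the size of the AIR sets, shared 13.1% (95% of draws 11.9% to 14.4%). Subsets at the size of the not-AIR sets shared 26.8% (25.9% to 27.6%). The observed AIR share thus lay above its random subsets, in all 10000 draws, and the not-AIR share within its own. The draws were not matched for level or for the size of the LPS rise. The same held for gene sums, where AIR genes shared 26.2% and random subsets 12.1% (9.18% to 15.2%). In all 4 cell types random subsets of AIR size shared 1.66 transcripts. From the low number of AIR transcripts common to the 4 cell types and their lower share in any 2, compared with not-AIR transcripts, the paper proposes that the AIR differs fundamentally between the 4 cell types.

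**Figure D2:**
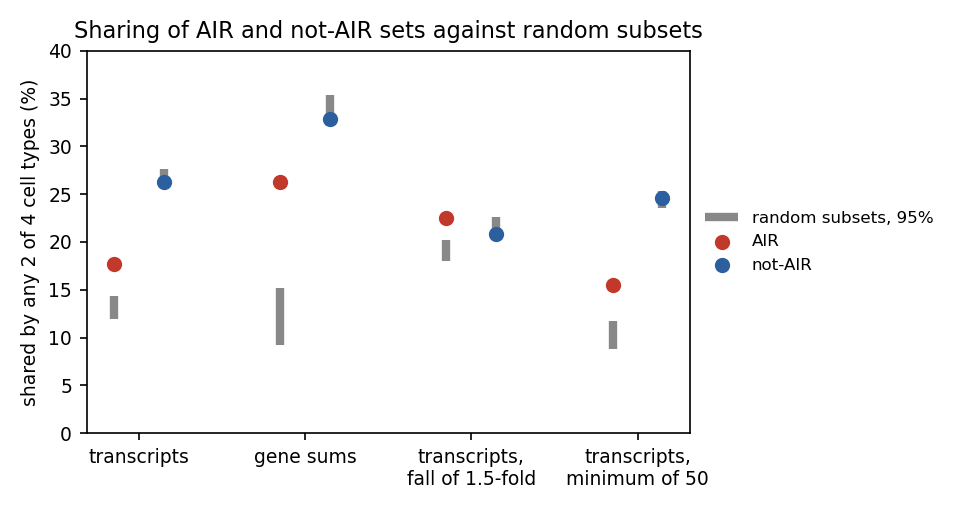
Percent of AIR (red) and not-AIR (blue) transcripts or genes found in any 2 or more of the 4 cell types (vertical axis), for 4 ways of making the sets (horizontal axis). Grey bars span 95% of 10000 random subsets of the same sizes: the AIR share of transcripts lies above its bar, which ends at 14.4%, and the not-AIR share lies inside its bar, from 25.9% to 27.6%.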

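AIR transcripts found in 1 cell type only numbered 643 in macrophages, 575 in neutrophils, 351 in sDCs and 270 in mast cells. Their median log2 fold change with LPS in that cell type was 2.58, 2.34, 2.29 and 2.16. In the other cell types the highest median was 0.17 for the macrophage transcripts (in sDCs), 0.20 for the neutrophil transcripts (in sDCs), 0 for the sDC transcripts and 0.09 for the mast cell transcripts (in sDCs). Between 8.24% and 26.6% of each set also rose at least 2-fold in any single other cell type. In at least 1 other cell type 42.0% of the macrophage set, 50.6% of the neutrophil set, 40.7% of the sDC set and 52.2% of the mast cell set did so, and the upper quartile reached 1.54 for the mast cell transcripts in macrophages. With gene sums the highest median in another cell type was 1.03 for neutrophil genes and 1.25 for mast cell genes, and 0.35 and 0.26 for macrophage and sDC genes. Selecting transcripts by a rise in 1 cell type favours high values there, and this was not separated from a response of that cell type.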

When we looked at the AIR genes from each cell type and their response in the other four cell types, not only are the genes very specific to each cell type (as expected since we removed the set of ‘any 2' genes from the analysis), but interestingly we also noticed that the AIR genes were only stimulated by LPS in their respective cell type (Fig. 4D; Fig. S9). This indicates that the cell type-specific component of the LPS pro-inflammatory response is also suppressed by IL-10 in a cell type-specific manner.

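Of the 10 interleukins raised by LPS in macrophages, 6 fell at least 2-fold with IL-10 (Il12a, Il12b, Il15, Il18, Il23a and Il27), and of the 9 raised in neutrophils 6 did (Il10, Il12a, Il12b, Il18, Il23a and Il27). In sDCs 3 of 7 fell (Il12a, Il12b and Il23a) and in mast cells 2 of 6 (Il12b and Il27). Among chemokines 2 of 3 raised by LPS fell in macrophages (Ccl17 and Ccl22), 3 of 4 in neutrophils and 3 of 4 in mast cells (Ccl17, Ccl22 and Cx3cl1), and 1 of 2 in sDCs (Ccl17). The median log2 change of the chemokines raised by LPS was -2.34 in neutrophils, -2.41 in mast cells, -1.65 in sDCs and -1.34 in macrophages. For interleukins it was -1.28 in macrophages, -1.55 in neutrophils, -0.77 in sDCs and -0.10 in mast cells. With so few members held, these are counts over named genes and were not tested.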

The expression levels of cytokines as an indication of the functional output confirmed that fundamental cell type-specific differences exist in the mechanism of action of the AIR: whereas interleukins are the major class of cytokines suppressed in macrophages, chemokines are especially suppressed in neutrophils (Fig. 4E). Looking at the set of AIR genes significantly downregulated in any 2 or any 3 cell types, the list is clearly dominated by cytokines and chemokines (Fig. 4F). Collectively our findings indicate that although macrophages, sDCs, neutrophils and mast cells can exert an AIR upon stimulation by IL-10, the underlying mechanisms are divergent across the distinct cell types.

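By gene sums, 86 genes were AIR genes in 2 or more cell types, and 11 of them (12.8%) were interleukins, chemokines or TNF-family members. Of the 25 AIR genes in 3 or more cell types 8 (32.0%) belonged to those families, namely Ccl17, Ccl22, Il12a, Il12b, Il23a, Il27, Lta and Tnf. Others among the 25 were the cytokines Csf2 and Lif, which are outside the 3 families, Cd69, Nr4a3 and the interferon-induced genes Ifit1, Ifit2, Ifit3 and Usp18. Of the 6 AIR genes in all 4 cell types 3 were family members (Ccl17, Il12b and Lta), and among genes that were AIR genes anywhere the share was 4.27%. Tnf, with IL-10 and LPS, stood at 0.123 of its LPS level in macrophages, where that level is the ceiling of the deposited table and limits the ratio, and at 0.256 in neutrophils, 0.296 in sDCs and 0.543 in mast cells.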

### The IL-10/STAT3-mediated AIR employs various mechanisms to suppress the pro-inflammatory response

To gain additional insights into the underlying mechanism initiating the pro-inflammatory response, we investigated the CpG content of the proximal promoters of AIR and not-AIR genes. Early LPS-responding genes are known to be CpG-rich, whilst later-responding genes are CpG-poor^32^. Additionally, chromatin remodeling at CpG-rich and CpG-poor promoters is known to be involved in the early and late stages of LPS-mediated gene activation^33^. Here we treated the cells with LPS for 4 h and thus expect the LPS-responding genes to be generally CpG-poor, which is the case for macrophages (Fig. 5A) and when treated with IL-10 the AIR genes show no significant difference in CpG frequency. Conversely neutrophils, sDCs and mast cells show a significant difference between AIR and not-AIR genes. 

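CpG frequency was measured as the ratio of observed to expected CpG from 450 bp upstream to 50 bp downstream of the transcription start site, on NCBIM37 with its GENCODE annotation. A whole promoter was found for 98.8% of 16993 transcripts. In macrophages the median ratio was 0.527 for 852 AIR transcripts, 0.539 for 2071 not-AIR transcripts and 0.668 for 12004 other kept transcripts. AIR and not-AIR transcripts were not told apart by a permutation test of mean ranks (two-sided, 100000 resamples, p = 0.70, adjusted p = 0.70 over 4 cell types). Using 1 promoter per gene moved it most, to medians of 0.543 and 0.590 (adjusted permutation p = 0.31). Transcripts of a gene can share a promoter and are not independent.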

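In neutrophils the median ratio was 0.434 for 843 AIR transcripts and 0.543 for 1314 not-AIR transcripts (permutation test, two-sided, adjusted p = 0.0022). In mast cells it was 0.455 for 434 AIR and 0.589 for 949 not-AIR transcripts (adjusted permutation p = 0.00040). In sDCs 506 AIR transcripts had a median of 0.579 and 1660 not-AIR transcripts 0.549, a difference that the permutation test did not separate from 0 (adjusted p = 0.70). With 1 promoter per gene the sDC order was the reverse, 0.578 against 0.598 (adjusted permutation p = 0.38), while neutrophils and mast cells stayed at adjusted permutation p of 0.0050 and 0.0051. The other kept transcripts had medians of 0.666 in neutrophils, 0.660 in sDCs and 0.664 in mast cells, above the medians of both the AIR and the not-AIR transcripts. A difference in 1 cell type and not in another was not itself tested between cell types.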

Not-AIR genes show CpG levels similar to the rest of the transcriptome, but conversely AIR genes tend to be CpG poor. This suggests that in neutrophils, sDCs and mast cells one of the mechanisms of IL-10-mediated AIR involves CpG islands, which may reflect an alternate mode of chromatin remodeling^33^.

LPS stimulation is known to lead to the activation of several transcriptional pathways, particularly IRF3/7, NF-κB and AP-1 (Fos/Jun/etc)^34^. To gain some insight into the pathways being activated in the four cell types we took advantage of a property of TF binding, specifically that ChIP-seq experiments display a bias for TFs binding very close to the transcription start site (TSS) of regulated genes^35^. Using a collection of TF position weight matrices collated from the JASPAR, UniPROBE and HT-SELEX datasets^36^ we scanned the regions 450 bp upstream and 50 bp downstream from the TSS for over-represented motifs. We were surprised to observe a stark difference in the distribution of over-represented TF motifs in AIR and not-AIR genes (Fig. 5B). In all four cell types, IRF and NF-κB motifs were overrepresented in either AIR or not-AIR, whilst in sDCs (and less prominently in neutrophils) an as yet unidentified Zn-finger/Krueppel TF binding motif was detected among the not-AIR genes. 

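Promoters were searched on both strands for consensus sequences of IRF (GAAANNGAAA), NF-κB (GGGRNWYYCC) and the GC box bound by Krueppel-like zinc finger factors (GGGCGGG), with 1 promoter per gene. This stands in for the authors' matrix library and PSCAN, which were not used here. AIR genes here were those with at least 1 AIR transcript, more than gene sums call AIR. Chance calls among them could weaken a difference. Genes with both AIR and not-AIR transcripts were left out. They made up 12.6% of genes with a raised transcript in macrophages, 13.2% in neutrophils, 10.8% in sDCs and 7.87% in mast cells. Fisher's exact test (two-sided, adjusted over 36 comparisons) set AIR and not-AIR genes against the other kept genes. The IRF sequence was found in 10.6% of 1165 not-AIR promoters and 5.26% of other promoters in macrophages (odds ratio 2.13, adjusted exact p = 1.3e-08). In neutrophils it was found in 11.1% of 504 AIR promoters and 5.96% of others (odds ratio 1.97, adjusted exact p = 0.00012). In sDCs it was more frequent in both AIR (10.2%, odds ratio 1.91, adjusted exact p = 0.0066) and not-AIR promoters (9.21%, odds ratio 1.71, adjusted exact p = 0.00021), and in mast cells in AIR promoters (14.2%, odds ratio 2.68, adjusted exact p = 8.8e-06). The NF-κB sequence was more frequent in not-AIR promoters of all 4 cell types, with odds ratios of 1.41 in macrophages (adjusted exact p = 0.0098), 1.42 in neutrophils (0.028), 1.73 in sDCs (4.0e-05) and 1.8 in mast cells (0.00012). Among AIR promoters it was past the threshold of 0.05 only in neutrophils (odds ratio 1.46, adjusted exact p = 0.044), and in macrophages the odds ratio was 1.17 (0.50). A window from 1000 bp upstream to 100 bp downstream moved these odds ratios most, to 1.78 for IRF in AIR promoters of mast cells. It left NF-κB in neutrophils at 1.2 in AIR and 1.22 in not-AIR promoters, neither past the threshold. The GC box was less frequent in not-AIR promoters than in others in all 4 cell types, for example 41.8% against 49.4% in sDCs (odds ratio 0.735, adjusted exact p = 8.6e-05), but compared within classes of similar CpG ratio the sDC odds ratio was 0.895.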

We did not recover any AP-1 motifs, also thought to be involved in the TLR mediated transcriptional response^34^, likely because we analyzed near the TSS which is already enriched in AP-1 motifs, thereby highlighting one limitation of this approach. Critically, the over-represented motifs were unequally distributed amongst the AIR and not-AIR transcript sets (Fig. 5B; Fig. S10), suggesting that the AIR works primarily by inhibiting different TF pathways in different cell types: in macrophages the AIR most likely works through the inhibition of NF-κB target genes, whilst in sDCs and mast cells it appears to be through IRF disruption, and in neutrophils it is IRF inhibition and possibly also indirect NF-κB inhibition.

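AIR promoters were also set directly against not-AIR promoters. The IRF sequence was less frequent in AIR than in not-AIR promoters of macrophages (6.22% of 498 against 10.6% of 1165, odds ratio 0.56, adjusted exact p = 0.011). It was more frequent in AIR promoters of neutrophils (11.1% against 5.50% of 782, odds ratio 2.15, adjusted exact p = 0.0010) and of mast cells (14.2% of 275 against 6.96% of 661, odds ratio 2.21, adjusted exact p = 0.0018). In sDCs it was found in 10.2% of 294 AIR and 9.21% of 955 not-AIR promoters (odds ratio 1.12, adjusted exact p = 0.77). The NF-κB sequence was found in 8.03% of AIR and 9.53% of not-AIR promoters in macrophages (odds ratio 0.83, adjusted exact p = 0.45) and in 9.33% and 9.08% in neutrophils (odds ratio 1.03, adjusted exact p = 0.95). In sDCs it was less frequent in AIR promoters (6.80% against 11.3%, odds ratio 0.57, adjusted exact p = 0.045), as in mast cells (6.91% against 11.6%, odds ratio 0.56, adjusted exact p = 0.051). With the window from 1000 bp upstream to 100 bp downstream the macrophage IRF odds ratio was 0.915, the mast cell IRF odds ratio 1.39 and the sDC NF-κB odds ratio 0.833. None of these 3 stayed past the threshold of 0.05, while neutrophil IRF did (odds ratio 1.49, adjusted exact p = 0.027).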

To explore this idea further, we looked at the down-regulation of IRF and NF-κB family members, reasoning that although alternate methods of suppression have been identified, particularly in macrophages, one important method is to modulate expression of the activating TF. In agreement with our model, in neutrophils Irf3, Irf7 and Nfkb family member transcripts are downregulated by IL-10, whilst in macrophages IL-10 does not affect the expression levels of Irf3 and Irf7 (Fig. 5C, 5D). 

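Changes with IL-10 during LPS were taken from gene sums as log2 of the mean with IL-10 and LPS over the mean with LPS. Irf3, on chromosome 7 of NCBIM37 from 52253018 to 52258218, changed by -0.02 in neutrophils (1478 to 1455) and by 0.10 in macrophages (1038.5 to 1113). Irf7 was not analysed here. Irf5 fell by 1.17 in neutrophils and by 0.57 in macrophages, and Irf1 changed by -0.97 and -0.50. Nfkb1 fell by 0.78 in neutrophils and by 0.73 in macrophages, Nfkb2 changed by -0.70 and -0.42, and Rel changed by -0.58 and -0.60. For the Nfkb2 transcript ENSMUST00000111881 the reconstructed values were 3849 and 4142 with LPS and 1770 and 2387 with IL-10 added in neutrophils, and 3509 and 3778 against 2412 and 2525 in macrophages, so both falls exceeded the spread of replicates. For the single Rel transcript they were 1323 and 2529 against 964 and 1620 in neutrophils, which overlap. The gene sum of Irf3 runs over 7 transcripts, of which 2 of 7 kept in neutrophils and 3 of 6 in macrophages were lower with IL-10. In macrophages 1 of them (ENSMUST00000003284) fell by 2.75 log2 units, from 193.5 to 28, and 1 rose at least 2-fold, whereas in neutrophils none fell 2-fold and 1 rose. The separate Irf3 values of each library were not reconstructed. None of these 6 genes other than Irf5 in neutrophils reached a 2-fold fall.

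**Figure D3:**
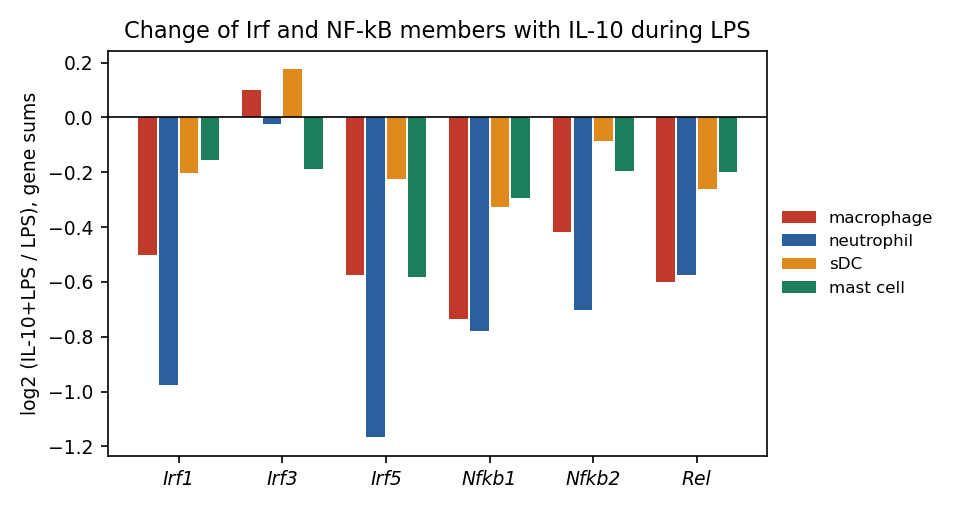
Log2 ratio of the group mean with IL-10 and LPS to that with LPS (vertical axis) for 6 genes (horizontal axis), by cell type (colour). Bars start at 0, are differences of means of 2 libraries and carry no error bars; Irf5 in neutrophils (-1.17) is the lowest bar and Irf3 in sDCs (0.18) the highest.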

In sDCs and mast cells Irf3 and Irf7 transcripts are down-regulated but NF-κB transcripts remain relatively unaffected (Fig. 5C, 5D). These observations lead us to propose the model shown in figure 5E, which summarizes the divergent AIR mechanisms across macrophages, neutrophils, sDCs and mast cells.

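In sDCs Irf3 changed by 0.18 (1606 to 1815) and in mast cells by -0.19 (1804.5 to 1585.5). Of its 7 transcripts 1 was lower with IL-10 in sDCs and 7 were in mast cells. A fall of at least 2-fold was seen in 1 of them in mast cells and in 0 in sDCs. Irf5 changed by -0.23 in sDCs and -0.58 in mast cells, Irf1 by -0.20 and -0.15, and Irf2 by -0.36 and -0.41. Nfkb1 changed by -0.33 and -0.29, Nfkb2 by -0.09 and -0.20, and Rel by -0.26 and -0.20. The reconstructed values of the Nfkb2 transcript ENSMUST00000111881 were 3652 and 4142 with LPS and 3424 and 3584 with IL-10 added in sDCs, and 1308 and 2090 against 1228 and 2487 in mast cells, where they overlap. For Rel they were 3148 and 5007 against 2756 and 4052 in sDCs and 1062 and 1632 against 922 and 1424 in mast cells. Rela, Relb and the other Irf genes of Fig. 5D were not analysed here.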

### IL-10/STAT3 is leading to activation of a diverse set of genes in myeloid cells

We next looked at the transcripts that were significant and differentially upregulated by IL-10 after 4 h. The IL-10/STAT3 transcriptional program is divergent in the four cell types with a robust IL-10 response, showing just 50 genes in common among the three cell types (Fig. 6A; Table S5), but 39% of the IL-10 up-regulated genes are common amongst any two cell types, indicating at least some redundancy in IL-10 signaling, however WGCNA analysis failed to detect a common module for IL-10 signaling (Fig. S7), suggesting that the IL-10 signaling pathway is specific to the individual cell types. 

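IL-10 raised 3624 transcripts by at least 2-fold in at least 1 of the 4 cell types. Of these, 795 (21.9%) were raised in any 2 or more cell types, 125 in 3 or more and 12 in all 4, where independent draws of sets of the same sizes would share 0.13. A minimum mean of 50 lowered the share in any 2 cell types most among the settings chosen beforehand, to 15.0%, and gene sums gave 16.3%. The median absolute log2 fold change of all kept transcripts was between 0.22 in neutrophils and 0.29 in macrophages. For 630 transcripts on the paper's list of those raised by IL-10 in macrophages, the reconstructed replicate values were examined. Both IL-10 values lay above both untreated values in 211 of them (33.5%). The paper chose these transcripts from the same libraries for a rise with IL-10, so this percentage has no chance level to set it against. In 247 (39.2%), 1 replicate of either group was at 0 and the other at 20 or more.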

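The 12 transcripts raised at least 2-fold by IL-10 in all 4 cell types belong to Nek1, Ogdh, Casp4, Sema6b, Jak3 (3 transcripts), Rbm39, Arid5a, Invs, Irf1 and Sbno2. Jak3, a kinase that relays cytokine receptor signals, lies on chromosome 8 of NCBIM37 from 74200195 to 74214474. Its transcript ENSMUST00000110012 rose by 1.00 on the log2 scale in macrophages, 2.06 in neutrophils, 1.24 in sDCs and 2.24 in mast cells. The reconstructed values of this Jak3 transcript were 258 and 292 in untreated macrophages and 366 and 738 with IL-10, 158 and 174 against 634 and 757 in neutrophils, 158 and 262 against 312 and 685 in sDCs, and 216 and 383 against 993 and 1847 in mast cells. Every IL-10 value thus lay above every untreated value. Sema6b rose by 1.33, 1.68, 3.50 and 2.39 in the same order. Nek1, Rbm39 and Invs start from a mean of 0 in at least 2 cell types, where the fold change depends on the pseudocount. For Irf1 (ENSMUST00000169660) the pairs overlapped in mast cells, with 2 and 32 untreated and 0 and 72 with IL-10.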

Of the 50 genes (60 transcripts) up-regulated in all four cell types (Fig. 6B), several of the genes we have previously identified as part of STAT3's cell type-independent function^35^,^37^, suggesting that the common part of the activation is cell type-independent and that it likely regulates general aspects of the JAK-STAT signaling pathway. Indeed, GO/KEGG analysis of the 60 common transcripts returns only a single significant category: ‘JAK-STAT signaling pathway' (KEGG:mmu04630, EASE score: 0.0971). Other analysis of gene ontology indicates many immune process pathways (Fig. 6C), but nothing specific for each cell type. 

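Of the transcripts raised by IL-10, 60.1% were also raised at least 2-fold by LPS in macrophages, 56.1% in neutrophils, 55.9% in sDCs and 50.5% in mast cells. Both comparisons use the same untreated libraries, so an overlap arises by chance. Simulated groups in which neither treatment changed anything, set against the same untreated values, gave overlaps of 64.1%, 59.7%, 59.5% and 63.3%, but with noise that also gave too many transcripts raised by IL-10. With the noise scaled down to the observed numbers raised by IL-10 the overlaps were 59.5%, 55.0%, 60.1% and 51.2%. With the same scaled noise and LPS groups drawn around their observed means they were 54.0%, 53.4%, 57.6% and 47.6%. In macrophages the observed overlap lay above the highest of these last 100 simulations (56.0%), and in the other cell types it lay within their range. Among the transcripts raised by IL-10 in all 4 cell types, Casp4 (ENSMUST00000163086) rose with LPS in each, by 3.13 on the log2 scale in macrophages, 3.44 in neutrophils, 2.32 in sDCs and 2.59 in mast cells. Sema6b (ENSMUST00000167545) did not: its log2 fold change with LPS was -1.54, -0.28, -3.46 and -1.91.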

Many of the genes are also stimulated by LPS alone (e.g. Fig. 6B), suggesting some degree of overlap between IL-10 and LPS signaling, something not unanticipated due to the close relationship between STAT3 and NF-κB in other biological contexts^38^. This nevertheless agrees with our model in Figure 5E: different pathways are being inhibited in the different types of myeloid cell, thereby underlining the diversity of the IL-10 response across myeloid cells.

Many known downstream targets of IL-10/STAT3 have been identified^6^,^39^. 

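Sbno2 lies on chromosome 10 of NCBIM37 from 79520161 to 79565443. Its transcript ENSMUST00000092316 rose with IL-10 by 1.25 on the log2 scale in macrophages, 1.07 in neutrophils, 1.04 in sDCs and 2.05 in mast cells. Reconstructed values of this Sbno2 transcript were 222 and 425 in untreated macrophages and 492 and 1053 with IL-10, 377 and 460 against 608 and 1154 in neutrophils, 136 and 174 against 220 and 418 in sDCs, and 196 and 425 against 1074 and 1506 in mast cells, so the pairs did not overlap in any of the 4. Bcl3 and Socs3 were not analysed here.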

We noticed that of that list of known targets, only Bcl3, Socs3 and Sbno2 appear in the up-regulated list in response to IL-10 in all four cell types (Fig. 6B). Using a more relaxed cut-off of >1.5 fold induction we collected the known set of genes downstream of IL-10/STAT3 and marked which of the genes are up-regulated (Fig. 6D). 

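Gene sums with IL-10 were divided by those of untreated cells, and a ratio of 1.5 was the mark. Sbno2 reached 1.98 in macrophages, 1.73 in neutrophils and 2.63 in mast cells, and 1.16 in sDCs. Ptpn1 reached 1.55 in macrophages and 1.67 in sDCs, and had 1.33 in neutrophils and 0.985 in mast cells. For its transcript ENSMUST00000029053 the reconstructed values were 3676 and 4133 in untreated macrophages and 5176 and 6819 with IL-10, and these Ptpn1 pairs do not overlap. Hmox1 was at 1.29 in macrophages, 1.43 in neutrophils, 1.13 in sDCs and 2.40 in mast cells. For Hmox1 (ENSMUST00000005548) the reconstructed values were 11806 and 25934 in untreated macrophages and 22856 and 25934 with IL-10, which overlap. Inpp5d was at 1.10, 0.965, 0.947 and 0.976 in macrophages, neutrophils, sDCs and mast cells. The other known targets of the panel were not analysed here.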

The IL-10 activity on Nfkbid and Inpp5d are thought to be post-translational and we see no change in their expression; however all of the other targets, as expected, are up-regulated in macrophages (Fig. 6D). Interestingly, of the target genes only a small set are consistently up-regulated in all the cell types surveyed here, suggesting that known mechanisms of IL-10 action in macrophages may not immediately extend to other myeloid cell types.

We previously described a cell type-independent mode of STAT3 binding that leads to the activation of a set of genes across cell types as diverse as macrophages, embryonic stem cells, AtT-20 pituitary cells and CD4^+^ T cells, and whose role is to fine-tune the JAK-STAT pathway itself independently of the cellular context. When the new RNA-seq data described in this study was added we continued to see a consistent up-regulation of these genes (Fig. S11), thereby adding further support to our model for the cell type-independent binding mode of STAT3^35^.

## Discussion

IL-10 signals through STAT3 to activate a gene expression program and suppress pro-inflammatory genes^31^. It is also clear that STAT3 does not act to directly suppress pro-inflammatory genes, as new protein production is required for the AIR to occur^40^. Although the exact mechanism downstream of STAT3 has remained elusive despite extensive efforts^28^,^31^,^41^,^42^, in macrophages several genes act downstream of STAT3, particularly Bcl3, Tnip3, Etv3, Sbno2, Zfp36, Hmox1, Nfil3 and additionally the microRNA mir155^6^. These factors inhibit the pro-inflammatory response by a variety of mechanisms, some by targeting the inflammatory transcription factor NF-κB directly or by targeting specific mRNAs post-transcriptionally. Inpp5d (SHIP-1) has been reported as a target independent of STAT3 signaling^43^, although mir155 targets SHIP-1 mRNA for degradation and mir155 is suppressed by IL-10/STAT3^44^, suggesting a STAT3 link. However, no single factor has yet been able to explain all of the activities of IL-10 upon macrophages^4^.

Here we set out to determine whether a conserved AIR mechanism exists across cells of the myeloid system. Evidence for an AIR exists, especially in macrophages and neutrophils, although a full molecular characterization remains elusive. Here we show that four of the five myeloid cell types surveyed show evidence of an AIR initiated by IL-10. Macrophages, neutrophils, sDCs and mast cells all showed robust STAT3 phosphorylation and transcriptional suppression of cytokines. Curiously, eosinophils did not show strong phosphorylation of STAT3 nor suppression of inflammatory cytokines, suggesting a lack of an AIR. Eosinophils derived from human blood do show a response to IL-10, with increased apoptosis and suppression of TNFa and IL-18^27^. This discrepancy could be explained by the difference in species or cell origin (human peripheral eosinophils versus bone marrow-derived eosinophils), or could be due to some priming signal necessary for correct IL-10 activation of eosinophils that is missing in our system.

In agreement with results from macrophages^31^, we also observed that the IL-10 mediated AIR only suppresses a subset of genes stimulated by LPS. We can now extend that observation to other cells of the myeloid lineage, where IL-10 leads to the inhibition of between 10–33% of the LPS up-regulated genes. This observation indicates that whichever mechanism STAT3 uses to suppress pro-inflammatory genes, it is highly selective and does not inhibit gene expression globally. Instead the IL-10/STAT3 mechanism seems to inhibit different pathways in different cell types, mainly the inhibition of NF-κB target genes in macrophages, IRFs in sDCs and mast cells and both IRF and NF-κB target genes in neutrophils. We should highlight that these models remain hypothetical and do not immediately imply a direct action of IL-10 or STAT3 directly on these pathways. Complex interactions between signaling pathways are a common observation and in this system STAT3 and NF-κB are antagonistic, but in other systems STAT3 and NF-κB co-occur and even cause synergistic gene activation^38^.

The data set presented here is a fundamental resource for the exploration of IL-10 and the AIR in other myeloid cell types; the myeloid cells presented here respond to LPS in relatively similar ways, but show differences in their AIRs and especially in the genes responding to IL-10. Thus, the use of the cell type-specific gene expression signatures could be used to predict likely signaling events in systemic infection, where the exact activating cell may remain unclear, for example this technique was used to understand the cell types underlying the systemic Crohn's disease response^45^, which suggested that the response of granulocytes and dendritic cells is most important for this disease. As the transcriptional and epigenetic regulation of gene expression becomes better understood^46^ this data set can be used to model signaling events, including prediction of the complex transcriptional networks controlling the levels of inflammation. Similarly, as computational techniques become more advanced it may become possible to predict and even direct cell fate-determining processes and cell fate conversions. For example, the amalgamation of large amounts of gene expression data has led to a computational model to score and design strategies to engineer stem cell differentiation towards differentiated progeny^47^. Potentially these techniques could be applied to expanded immune system cells with much larger sets of perturbations to model behavior in response to infection and inflammation.

Our search for a unified mechanism of the IL-10/STAT3 mediated AIR in myeloid cells was hampered by the surprisingly low overlap between the IL-10 suppressed AIR genes across the various myeloid cell types^35^. Therefore, the identities of the majority of the effectors downstream of IL-10/STAT3 in the AIR remain unknown. From this and previous work we can summarize our knowledge about the pathways downstream of IL-10/STAT3: (i) The IL-10/STAT3 mediated AIR is common to multiple cells of the myeloid system; (ii) IL-10/STAT3 brings about the specific suppression of a subset of genes in multiple myeloid cells and not a general suppression; (iii) although all myeloid cells respond to IL-10, they do so by activating cell type-specific programs; (iv) it is likely that no single factor downstream of IL-10/STAT3 exists, instead several pathways may be in action. Analysis of the genome-wide binding patterns of STAT3 and the effectors of the LPS-mediated response may shed more light on the underlying mechanisms, and further work will be required to tease apart the exact combination of factors required for the AIR across the diversity of the immune cell repertoire.

## Methods

### Cell purification and cytokine treatment

Macrophages were extracted by peritoneal lavage as previously described^41^. Flow cytometry indicated macrophages were 83% Mac-1+ (Fig. S1A) before being allowed to attach to cell culture plates to select for adherent cells. Neutrophils were extracted by isolating BM from pooled mice (at least two mice in each experiment) and purified as described before^48^ albeit with some modifications: briefly, BM cells were first centrifuged through a 72/64/52% (v/v) Percoll (GE Healthcare) step gradient at 1500 g for 30 min. Next, neutrophils were collected from the bottom layer of cells and assessed for purity (routinely >80%) by May-Grunwald-Geimsa staining and 92% Ly6G/Gr-1 positive (Fig. S1B). Typical contaminants included lymphocytes with very few macrophage-like cells. Eosinophils were derived according to the protocol described by Dyer et al^49^: the cells were harvested and used for experiments on days 12, 14 and 16 and assessed by morphology and flow cytometry as 90% Siglec F^+^ (Fig. S1C). Mast cells were derived according to the protocol described by Jensen et al^50^: cells were assessed by morphology as >80% mast cells and were 98% FcREIa+ (Fig. S1D). Splenic DCs (sDCs) were purified from the spleen using the BD IMag ‘Mouse Dendritic Cell Enrichment Set –DM' according to the manufacturer's instructions. Purified sDCs were routinely >90% CD11c+ (Fig. S1E). GM-CSF (BioLegend) was used at a final concentration of 10 ng/ml, IL-10 (R&D Systems) was used at a concentration of 100 ng/ml and LPS (*E.coli* O55:B5; Sigma-Aldrich) was used at a concentration of 100 ng/ml. At the start of the assay and before treatment with IL-10 or LPS, the medium was replaced with fresh medium (RPMI1640 with 10% FCS).

### Western blots and qRT-PCR

Western blots were performed using typical laboratory procedures with antibodies to STAT3 (1:2000, C-20, Santa Cruz), phospho-Tyr705-STAT3 (1:1000, D3A7, #9145, Cell Signaling) and GAPDH (1:20000, AM4300, Ambion). qRT-PCR was performed on an ABI7900 using Realtime PCR and SYBR Green Realtime PCR master mix (TOYOBO). Primers used in this study: TnfF: 5′-TCCAGGCGGTGCCTATGT-3′, TnfR: 5′-CACCCCGAAGTTCAGTAGACAGA-3′, Cxcl10F: GACGGTCCGCTGCAACTG-3′, Cxcl10R: 5′-GCTTCCCTATGGCCCTCATT-3′, Il12bF: 5′-ATTGAACTGGCGTTGGAAGCAC-3′, Il12bR: 5′-TCTTGGGCGGGTCTGGTTTG-3′, Il10F: 5′-GATTTTAATAAGCTCCAAGACCAAGGT-3′, Il10R: 5′-CTTCTATGCAGTTGATGAAGATGTCAA-3′.

### RNA-seq and computational analysis

RNA from treated peritoneal macrophages, neutrophils, sDCs, eosinophils and mast cells was harvested with TRIzol (Life Technologies) according to the manufacturer's instructions. Biological replicates were generated from completely independent mice and sequenced on an Illumina HiSeq 2000. Sequencing and mapping statistics are detailed in table S1. RNA-seq data was analyzed essentially as described before^51^. Reads were aligned against ENSEMBL v67 (mm9) transcripts using RSEM (v1.2.1)^52^ and bowtie (v0.12.9)^53^. Raw tag counts were normalized for GC content using EDASeq (v1.8.0)^54^. Differential transcript expression was determined using DESeq (v1.14.0)^55^. Transcripts were considered as changing if they were significantly different (q-value < 0.1). Due to the conservative nature of DESeq and other differential expression algorithms, genes significant in one cell type were marked as differentially regulated in any other cell type if their fold-change was >1.5 fold, even if DESeq did not annotate them as significantly different. This allows a fairer comparison of similarities and differences between the various treatments. Weighted gene network correlation analysis was performed as described^30^. The raw sequence reads were deposited in GEO under the accession number GSE55385.

### Other bioinformatic analyses

The set of transcription factor (TF) genes was determined by amalgamating into a non-redundant set the predictions from the DNA-binding Domain database^56^ and AnimalTFDB^57^, plus those genes annotated with the Gene Ontology (GO) term GO:0005667 (‘transcription factor complex'). GO analysis was performed using GOSeq (v1.17.4)^58^, considering only GO terms containing between 20–500 genes. PSCAN^59^ was used for motif enrichment analysis using our own superlibrary of TF position weight matrices^36^. Other analyses were performed using glbase^60^.

## Supplementary Material

Supplementary Information Supplementary methods and figures

Supplementary Information Supplementary Dataset 1

Supplementary Information Supplementary Dataset 2

Supplementary Information Supplementary Dataset 4

Supplementary Information Supplementary Dataset 3

Supplementary Information Supplementary Dataset 5

## Figures and Tables

**Figure 1:**
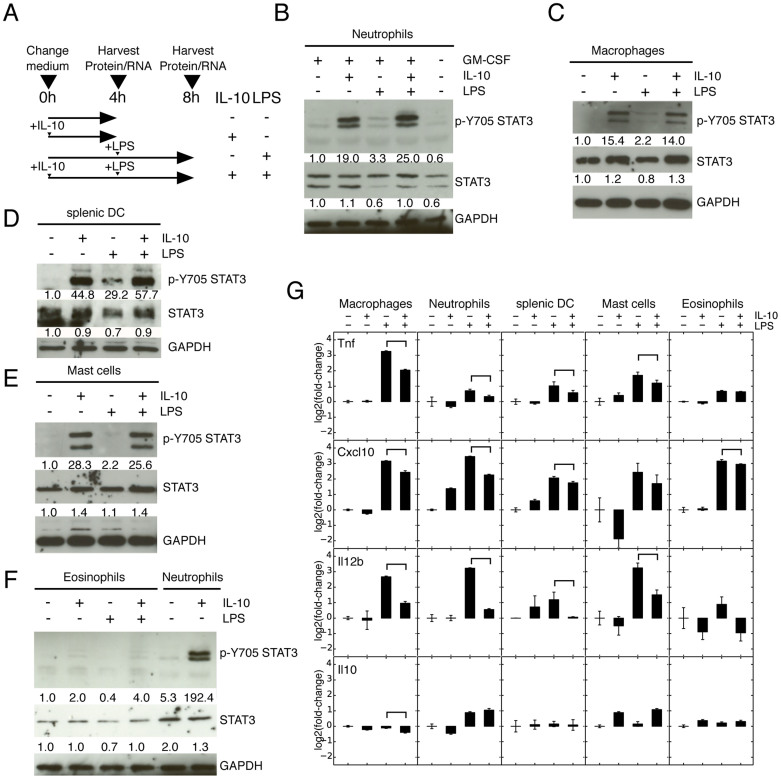
IL-10 leads to phosphorylation of STAT3 and activates an AIR in macrophages, neutrophils, sDC and mast cells, but not in eosinophils. (A) Schematic of treatment scheme used in this study. Macrophages, neutrophils, splenic sDC, mast cells and eosinophils were either purified (macrophages, neutrophils, sDC) or derived (mast cells, eosinophils) from mouse tissues, treated with IL-10 for 4 h and then subsequently treated with LPS for a further 4 hours. Upon addition of IL-10 STAT3 is phosphorylated in neutrophils (B), macrophages (C), sDCs (D) and mast cells (E), but not in eosinophils (F). Full-length blots are provided in Supplementary Figure 2. (G) qRT-PCR of the pro-inflammatory cytokines Tnf (TNFa), Cxcl10 (IP10) and Il12b, which are down-regulated when IL-10 is combined with LPS treatment except in eosinophils. Error bars are 95% confidence intervals, significantly down-regulated (p < 0.05) changes between +LPS and +IL-10+LPS are indicated. Genes must first be significantly up-regulated by LPS.

**Figure 2:**
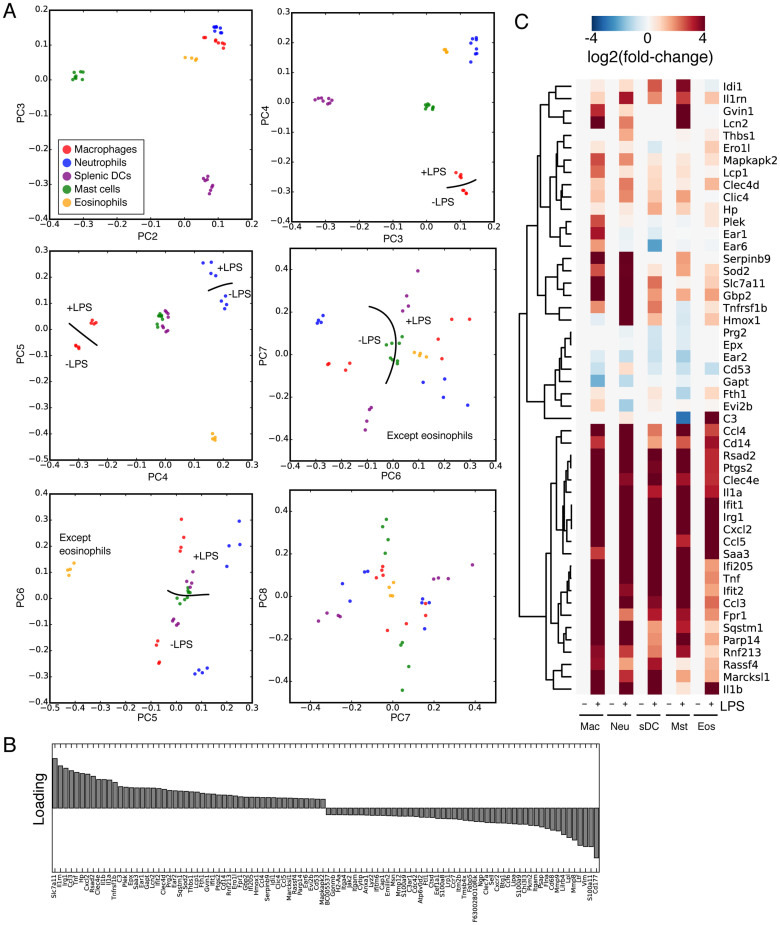
Principal componenet analysis of changes in myeloid gene expression. (A) Principal component (PC) analysis of the myeloid cells assayed in this study. PCs 2 through 7 are indicated, cell types are colored according to the key and where appropriate samples that segregate with and without LPS are indicated with a line showing the separation and ‘+LPS' and ‘-LPS' for the appropriate treatment. At no PC could we detect a gradient that corresponded to IL-10 treatment. (B) Loading for PC6, which correlates with LPS treatment. (C) Heatmap of the fold-change expression changes of the top 50 genes at the top of PC6.

**Figure 3:**
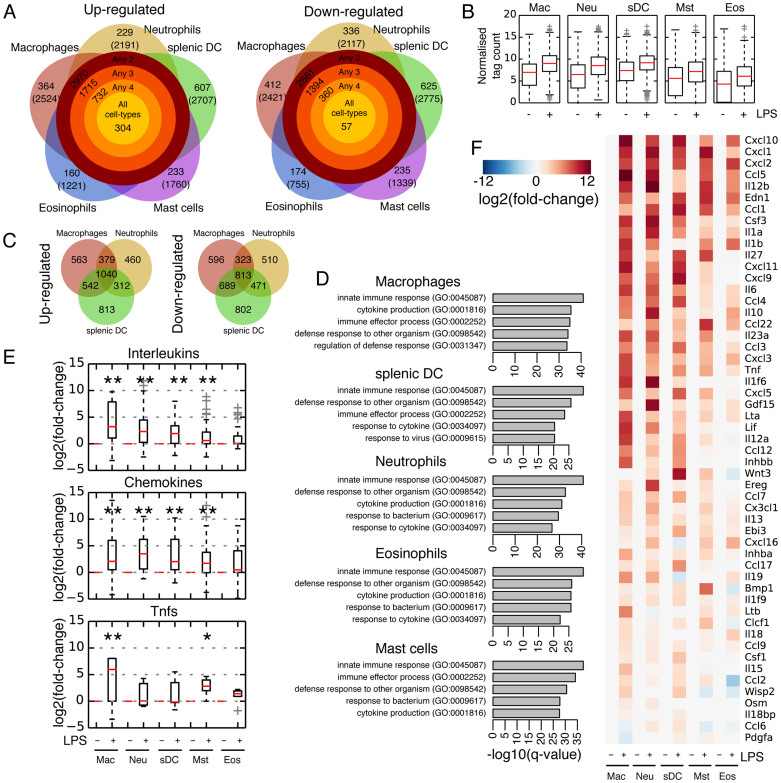
LPS endotoxin activates a potent, common pro-inflammatory response. (A) The number of transcripts up (left) and down (right)-regulated by LPS in each cell type and in different combinations of cells. Categories are exclusive, and the total number of genes regulated in the appropriate cell type is indicated in brackets. (B) Boxplots of relative levels of expression of LPS stimulated genes specifically up-regulated in the respective cell type. (C) Venn diagrams of up and down regulated transcripts in macrophages, neutrophils and splenic DCs. (D) Gene ontology analysis for up-regulated genes in the five cell types. (E) Boxplots for all expressed interleukins, chemokines and Tnf-family members. Mann-Whitney-U test: *p-value < 0.05, **p-value < 0.01. (F) Heatmap of the cytokines/chemokines up-regulated in at least 2 cell types, ordered by overall fold-change of expression upon addition of LPS.

**Figure 4:**
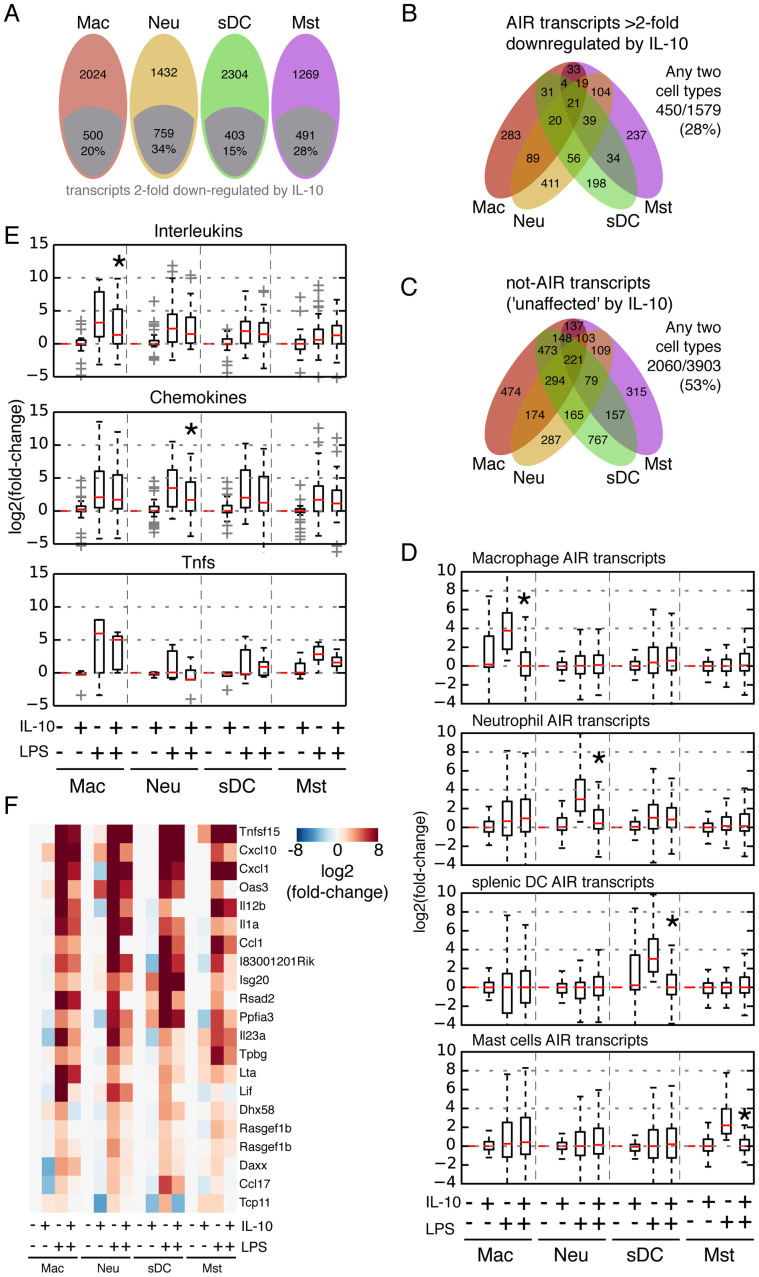
IL-10 suppression of the LPS-initiated pro-inflammatory response is divergent in the four myeloid cell types. (A) IL-10 suppressed transcripts (AIR transcripts) were defined as those transcripts declining at least 2 fold. (B) and (C) Transcripts were divided into two categories: (i) AIR transcripts – those transcripts that decline by at least 2 fold after LPS induction in at least one cell type and (ii) ‘not AIR' transcripts that did not decline at least 2-fold after IL-10 treatment. (B) Venn diagram of the IL-10 suppressed genes in the four strongest AIR-responding cell types, macrophages, neutrophils, sDCs and mast cells. (C) Venn diagram of ‘not-AIR' transcripts in the four strongest responding cell types. (D) Cell type-specific AIR transcripts are genuinely cell type-specific. AIR transcripts within the ‘any 2 cell types' category were removed from the analysis, but no other constraints were placed. Boxplot outliers are omitted for clarity (See also Fig S9). Mann-Whitney-U test: *p-value < 0.01 between +LPS and +IL-10/+LPS treatments. (E) Box plots showing the changes in gene expression caused by IL-10 on interleukins, chemokines and Tnf family members. Mann-Whitney-U test: *p-value < 0.05 between +LPS and +IL-10/+LPS treatments. (F) Heatmap of genes suppressed by IL-10 in at least three cell types.

**Figure 5:**
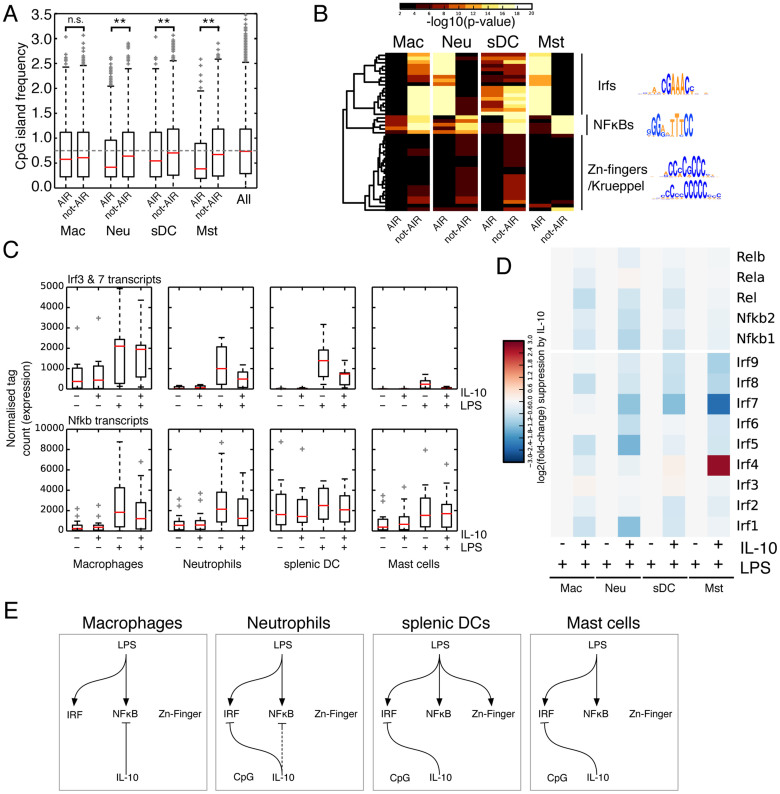
LPS and IL-10 employ different mechanisms in distinct myeloid cells. (A) CpG percent at the promoters of AIR and not-AIR genes. Promoter is defined as −450 bp +50 bp around the TSS. The numbers of CG dinucleotides were counted within that window and divided by the number of promoters in each cell type. The grey dotted line indicates a CpG island frequency of 0.75. Mann-Whitney-U test, **p-value < 0.01. n.s. not significant. (B) Motif enrichment at the promoters of AIR and not-AIR genes. (C) Changes in expression of Irf family transcripts and Nfkb family transcripts. (D) Boxplots of changes in Irf and Nfkb family transcripts. (E) A putative model for the differing mechanisms stimulated by LPS and IL-10 in the four cell types with both a pro and anti-inflammatory response.

**Figure 6:**
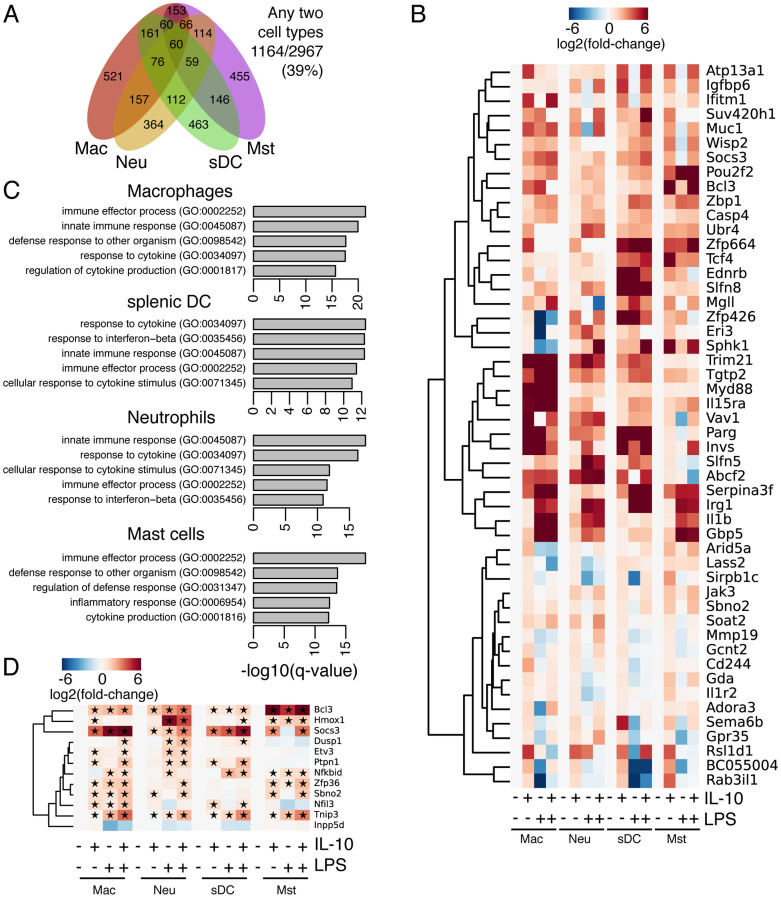
The IL-10/STAT3 target genes are highly divergent in macrophages, neutrophils, sDCs and mast cells. (A) Venn diagram overlap of genes significantly differentially regulated by IL-10. (B) Heatmap of the 50 genes (60 transcripts) induced by IL-10 in all four cell types. (C) Gene Ontology analysis of IL-10 activated genes in macrophages, neutrophils and sDCs. (D) Selected known IL-10/STAT3 target genes implicated in the AIR. The star indicates a fold-change of at least 1.5 fold in the respective treatment and cell type. Only one Sbno2 transcript is up-regulated whilst at the overall gene level its fold-change is only modestly up-regulated, hence it appears in panel B (transcript analysis).

How the deposited data were processed for this re-analysis (not part of the article)

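RNA-seq libraries came from 5 mouse myeloid cell types: peritoneal macrophages, bone marrow neutrophils, splenic dendritic cells (sDCs), and mast cells and eosinophils grown from bone marrow. Treatments were none, IL-10, LPS, or IL-10 followed by LPS, with 2 replicates in each of 18 groups and 36 libraries in all. Eosinophils had only the untreated and LPS groups. Of 37 samples in the series, 1 has no column in the deposited table and was not used here.

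The deposited values have the unit score: the authors counted tags per transcript with RSEM 1.2.1 and bowtie 0.12.9 against Ensembl 67 (mm9), normalized them for GC content with EDASeq 1.8.0, and averaged the 2 replicates of each group. All 18 columns share the maximum of 185338, as full-quantile normalization gives, and all values are multiples of 0.5. The authors tested for differences with DESeq 1.14.0 on values that are not in the table. Their rule was a q-value under 0.1, or a change of more than 1.5-fold where a transcript was significant in another cell type. The filter that left a lowest transcript maximum of 13 is not given in the sources used here. The copy held 17015 complete lines and 1 broken off. Of these, 22 (0.129%) lack a gene name and were left out, leaving 16993 transcripts of 6509 genes, a part of the transcriptome.

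Depth is given as mapped tags from the paper's Table S1, in M (mega), replicate 1 before replicate 2. Macrophages had 11.3 and 19.2 M untreated, 11.4 and 19.5 M with IL-10, 5.47 and 19.2 M with LPS, and 5.54 and 20.4 M with both. Neutrophils had 18.1 and 28.5, 18.7 and 34.7, 17.8 and 29.7, and 18.2 and 30.7 M in the same order of treatments. For sDCs it was 20.9 and 19.9, 21.3 and 21.5, 20.2 and 21.3, and 20.3 and 20.3 M. Mast cell libraries had 20.0 and 25.1, 17.8 and 24.0, 22.8 and 24.6, and 30.6 and 25.8 M, and eosinophil libraries 36.3 and 35.4 M untreated and 33.9 and 26.7 M with LPS. All sDC libraries and replicate 2 of the mast cell groups are listed as TruSeq preparations. Because the values are normalized means, no counting interval and no limit for a value of 0 can be given, and a value of 0 is reported as listed at 0.

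Values were processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A transcript was kept in a cell type if any of its group means there reached 10. Log2 fold changes were taken on log2(mean + 1), and a change of at least 2-fold was called. AIR transcripts were those raised by LPS with a fall of at least 2-fold with IL-10 and LPS against LPS, and the other raised transcripts were not-AIR. Gene values are sums of transcripts. No transcript was tested for a difference between treatments within a cell type, since the table has 1 value per group. Reconstructed values, described below, served for an F-test of whether the change with a treatment differed between cell types. No p-value across transcripts stands in for replicates.

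Replicate values were reconstructed for transcripts that also appear in the paper's Tables S2 to S5, as whole numbers that give the deposited means and the printed log2 fold changes with an offset of 0.1. Only single solutions were used. They cover transcripts that the paper lists as changed and served for correlations between replicates, for statements on whether replicates overlap, for a test of differences between cell types in transcripts of named and marker genes, and as noise in 100 simulations of AIR numbers with no effect of IL-10. Overlaps were compared with independent draws and with 10000 random subsets of the same sizes. Principal components were tested by exact permutation over all labellings of LPS or IL-10 within cell types, in place of the planned random draws, with Benjamini-Hochberg adjustment over components. The component with the largest common LPS difference was picked by a criterion chosen after the components and Fig. 2A had been seen.

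Promoters ran from 450 bp upstream to 50 bp downstream of the start site on NCBIM37 with the GENCODE vM1 annotation, which held 16791 of the transcripts. CpG ratios were compared by a rank permutation test (100000 resamples) and consensus sequences by Fisher's exact test, with adjustment over all comparisons of each. Sets with 1 promoter per gene left out genes with both AIR and not-AIR transcripts. The procedures were tested on simulated data with known changes. Limits of 0.5 and 0.25 for the ratio of simulated to observed AIR numbers, with scaled noise, were set after the values had been seen. So were the simulations of overlap with scaled noise and the test of differences between cell types.

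Genes named in the text were chosen by a rule. It takes the genes the paper names for these data, the genes of Fig. 5D and Fig. 6D, those measured by qRT-PCR, the 5 genes with the largest rise by LPS in each cell type, AIR genes in all 4 cell types, and transcripts raised by IL-10 in all 4. Some of their values in the paper's tables had been seen. Conditions of the rule on adjusted p and on separation of libraries could not be applied to means. Some exceptions are marked where they occur. Others are not, such as genes with the largest loadings on component 5 and AIR genes in 3 or more cell types. Values of 1 other gene are not reported here, and counts over named and marker genes leave it out. The sample groups, the comparisons, this rule, the pseudocounts of 1, 10 and 0.1, the minimum means of 10, 50 and 1, gene sums, the AIR fall of 1.5-fold, the 2000 most variable transcripts, centring and promoter windows were fixed before the data were examined. Calls at 1.5-fold and 4-fold were added later.

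Tests of transcripts on counts (edgeR, limma or DESeq2), a replicate block, leaving out each library and tests of cytokine families were planned but not run, since the table holds means and fewer than 80% of family members. Reconstructed values cover only transcripts that the paper lists as changed and were not put to these tests. Gene ontology, co-expression networks, public data sets of other cells, the authors' motif matrices, blots and qRT-PCR were not analysed here.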

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

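The comparison with random order, the look at gene sums and the test of cell types were chosen only after the values had been seen. For named genes and marker genes whose replicate values could be reconstructed, each treatment was compared with its control in each cell type. Marked for a closer look were transcripts for which both values with the treatment lay above both values without it in 1 cell type, and below both of them in another. This was so for 30 of 336 combinations of transcript and contrast, in 25 genes. Differences between cell types were tested by an unpaired F-test of the interaction of cell type and treatment on log2(value + 1), in 328 combinations with values in at least 2 cell types; 1 more had no spread within groups and was not tested. Of the 30 combinations none had an adjusted p under 0.05 (smallest adjusted p of the F-test 0.0751, for Timd4 with LPS), and of all 328 there were 3, Map3k8 and Nfkb2 with LPS and Arid5a with IL-10 and LPS. The test takes the spread as equal in all groups, and the transcripts are ones the paper lists as changed. Values below are log2 fold changes of the group means.

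For LPS against untreated, the values were as follows. Kit (ENSMUST00000005815) changed by 0.98 in macrophages, -1.24 in neutrophils, -0.59 in sDCs and -2.23 in eosinophils. Mpo (ENSMUST00000020779) stood at -3.44 in sDCs and 1.10 in eosinophils. Ltb (ENSMUST00000025262) had 3.38 in macrophages, -0.70 in neutrophils and -0.23 in sDCs. Ccl17 (ENSMUST00000034232) moved by 1.34 in macrophages, 2.40 in neutrophils, 5.14 in sDCs and -0.24 in eosinophils. Sbno2 (ENSMUST00000042771) changed by 0.44 in macrophages and -0.64 in sDCs. Timd4 (ENSMUST00000068877) stood at 1.18 in macrophages and -1.41 in sDCs. Jak3 (ENSMUST00000110013) had -0.98 in sDCs and 1.58 in eosinophils. Arid5a (ENSMUST00000115032) moved by 2.62 in macrophages, -1.46 in neutrophils, 0.29 in sDCs, -0.55 in mast cells and -0.27 in eosinophils. Arid5a (ENSMUST00000116629) changed by 0.91 in mast cells and -0.28 in eosinophils. Cxcl16 (ENSMUST00000126391) stood at 4.14 in neutrophils, -0.86 in sDCs, 2.74 in mast cells and 2.46 in eosinophils. Ptpn1 (ENSMUST00000126839) had 0.71 in neutrophils and -0.86 in mast cells. Cxcl16 (ENSMUST00000154475) moved by 1.61 in macrophages, 6.15 in neutrophils, -0.995 in sDCs and 3.77 in mast cells. Hmox1 (ENSMUST00000160341) changed by 5.77 in neutrophils, -0.79 in sDCs and 2.17 in eosinophils. Casp4 (ENSMUST00000162846) stood at 4.56 in macrophages and -3.64 in eosinophils. Il15 (ENSMUST00000163223) had 2.08 in sDCs and -4.55 in mast cells. Daxx (ENSMUST00000174146) moved by 6.18 in macrophages, 4.69 in neutrophils, 2.5 in sDCs and -1.94 in mast cells.

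For IL-10 against untreated, the values were as follows. Kit (ENSMUST00000005815) changed by 0.65 in macrophages and -0.52 in sDCs. Map3k8 (ENSMUST00000025078) stood at -0.11 in neutrophils and 1.61 in mast cells. Cx3cl1 (ENSMUST00000034230) had 1.42 in macrophages and -0.43 in sDCs. Il12a (ENSMUST00000107816) moved by -2.94 in macrophages and 0.51 in neutrophils. Ppfia3 (ENSMUST00000130143) changed by -1.22 in macrophages and 1.46 in sDCs. Rbm39 (ENSMUST00000142071) stood at 2.49 in macrophages and -1.33 in neutrophils. Itgax (ENSMUST00000166433) had -0.46 in neutrophils and 1.39 in mast cells.

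For IL-10 with LPS against LPS alone, the values were as follows. Il10 (ENSMUST00000016673) changed by -2.85 in neutrophils and 5.13 in mast cells. Irf1 (ENSMUST00000019043) stood at -4.09 in neutrophils, -2.17 in sDCs and 3.81 in mast cells. Shisa3 (ENSMUST00000087241) had -1.83 in macrophages, -0.64 in neutrophils and 1.18 in sDCs. Invs (ENSMUST00000107713) moved by -1.32 in macrophages, -1.31 in neutrophils and 2.03 in mast cells. Il10rb (ENSMUST00000156133) changed by -0.55 in macrophages, 0.71 in sDCs and -0.80 in mast cells. Hmox1 (ENSMUST00000160341) stood at -0.76 in neutrophils and 0.88 in sDCs. Il10rb (ENSMUST00000169076) had -0.57 in macrophages, 0.71 in sDCs and -0.80 in mast cells.

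Random order of 2 values per group would mark 67.4 combinations, more than were marked, so chance alone may account for the number. Being below that number excludes no single difference, because a response shared between cell types lowers the count. Reads split between isoforms were weighed by gene sums, which also went both ways in 24 of the 30 combinations, though for Invs with the opposite signs (0.24 in macrophages, 0.27 in neutrophils and -0.22 in mast cells), and in 11 the transcript held at least 50% of its gene's sum in each cell type. Among the 11 are Il10, Ltb, Cx3cl1, Ccl17, Timd4 and Il12a. Gene sums did not go both ways for Arid5a (ENSMUST00000116629), Casp4 and Daxx with LPS, Irf1 with IL-10 and LPS, and Itgax and Map3k8 with IL-10; Itgax and Map3k8 are also among the 11. The transcript held less than 10% of the sum in at least 1 cell type for Irf1, Casp4, Rbm39, Hmox1, Il15, Ptpn1, Daxx, both Il10rb transcripts and Cxcl16 (ENSMUST00000154475), for example 0.518% for Irf1 in neutrophils and 0.282% for Hmox1 in neutrophils. Low levels apply as well: Il10 in mast cells was at a mean of 5 with LPS. Depth differed between the replicates of macrophages above all, and was not tested for these transcripts. Kit, Mpo, Timd4 and Itgax are known as markers of particular cell types, and a change in the cells present in a preparation was not tested. A response that differs between cell types, which the design gives as a biological explanation, stays open for all 30, as a test with 2 values per group misses many differences.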

How the results depend on the processing

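Calls at 1.5-fold and at 4-fold, and the choice of a component by its common LPS difference, were added only after the data had been seen. Of 495 values that answer a comparison, each taken under an alternative, 249 kept their direction and their side of the threshold or stayed within a margin, and 225 without a test moved further. The margins were a factor of 1.5 for a number or a component's percentage, the 95% binomial interval of a share, 0.5 log2 units for a median and 0.05 for a correlation. They are conventions, and spread between replicates could not be used in their place. Beyond the margins lay 43 of 70 numbers of transcripts changed by LPS and 40 of 56 for IL-10, 38 of 64 AIR numbers and shares, and 21 of 32 values for the sharing of AIR and not-AIR transcripts. So did 30 of 49 values for the sharing of the LPS response, 27 of 35 for the IL-10 response, 10 of 35 medians of raised transcripts, 8 of 36 values on components, 6 of 6 correlations and 2 of 32 medians in other cell types. Of 72 odds ratios for promoter sequences 52, and of 8 comparisons of CpG frequency 7, kept their direction and side of the threshold. Among 2052 changes of named genes 1841 stayed within 0.5 log2 units and 211 moved further. Only the pseudocount was varied for these, which cannot turn the sign of a change. Except where the setting itself changes how many units are counted, the cause was not tested for any value below. Cell types are given in the order macrophages, neutrophils, sDCs, mast cells and eosinophils, the last only for LPS against untreated.

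A pseudocount of 0.1 in place of 1 moved the correlations between replicates beyond their margin, as given below. It moved none of the numbers, shares and medians beyond its margin, with 3019, 2236, 2236, 1432 and 781 transcripts raised by LPS. With a pseudocount of 10, LPS raised 2419, 1660, 1704, 1016 and 488 transcripts and lowered 2538, 1530, 1577, 794 and 441, and 28.8% of those raised in macrophages, neutrophils or sDCs were shared by any 2 of them. IL-10 raised 921, 568, 607 and 574 and lowered 889, 421, 539 and 611. Raised by IL-10 in at least 1, 2, 3 and 4 cell types were 2235, 380, 51 and 4 transcripts (17.0% in any 2). AIR transcripts numbered 605, 610, 332 and 303 (25.0%, 36.7%, 19.5% and 29.8% of those raised by LPS). Of these 15.9% were shared by any 2 cell types and 4 by all 4, against 25.7% and 42 of not-AIR transcripts. A higher pseudocount shrinks changes of low transcripts by construction.

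Without a minimum beyond a mean of 1, LPS raised 1176 and lowered 1179 transcripts in eosinophils, and 115 rose in all 5 cell types. Any 2 of macrophages, neutrophils and sDCs shared 33.2%. AIR shares were 31.6%, 41.2%, 26.3% and 35.2%, with 19.8% of AIR and 28.4% of not-AIR transcripts in any 2 cell types and 11 AIR transcripts in all 4. IL-10 raised 195 transcripts in 3 or more cell types and 19 in all 4 (25.0% in any 2).

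With a minimum of 50, LPS raised 1975, 1366, 1433, 805 and 284 transcripts and lowered 2032, 1216, 1289, 650 and 254. In at least 1, 2, 3, 4 and 5 cell types 3990, 1218, 467, 157 and 31 rose, 303 in all of macrophages, neutrophils and sDCs and 27.1% in any 2 of these. IL-10 raised 735, 470, 513 and 454 and lowered 606, 322, 413 and 466, and 1849, 277, 38 and 8 rose in at least 1, 2, 3 and 4 cell types (15.0% in any 2). AIR transcripts numbered 445, 510, 265 and 212 (22.5%, 37.3%, 18.5% and 26.3%), of which 15.5% lay in any 2 cell types and 2 in all 4, against 24.6% and 33 of not-AIR transcripts. The component with the largest share of LPS within cell types was component 8, and the largest common IL-10 share of a component was 22.7%. Fewer transcripts pass this minimum, which lowers the numbers but not necessarily the shares.

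Sums over the transcripts of a gene leave 6509 genes in place of 16993 transcripts, so the numbers fall by construction. LPS raised 774, 518, 547, 273 and 120 genes and lowered 900, 470, 698, 313 and 39. In at least 1, 2, 3, 4 and 5 cell types 1315, 514, 254, 111 and 38 genes rose, 178 in all of macrophages, neutrophils and sDCs and 36.1% in any 2. IL-10 raised 142, 75, 97 and 131 and lowered 132, 56, 51 and 160, and 368, 60, 16 and 1 rose in at least 1, 2, 3 and 4 cell types (16.3% in any 2). AIR genes numbered 140, 154, 66 and 85 (18.1%, 29.7%, 12.1% and 31.1%), with 26.2% in any 2 cell types and 6 in all 4, against 32.9% and 21 of not-AIR genes. The median log2 fold change of raised genes was 1.77, 1.76, 1.70, 1.68 and 1.75, so that eosinophils were no longer the lowest. AIR genes of 1 cell type had a highest median LPS change elsewhere of 1.03 for neutrophils and 1.25 for mast cells. Component 6 had the largest share of LPS within cell types, and a common IL-10 difference explained up to 78.0% of a component.

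Counting a fall of 1.5-fold as AIR gave 1272, 1263, 902 and 625 AIR transcripts (42.5%, 57.3%, 40.8% and 44.2%), of which 22.5% were in any 2 cell types and 22 in all 4. Not-AIR transcripts, which are then fewer, stood at 20.8% and 26, so the order of the shares turned round. Under this definition random subsets of the AIR sizes shared 19.1% and subsets of the not-AIR sizes 21.6%, which have the opposite order of the observed shares, so the turn was not due to set sizes alone.

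With all calls at 1.5-fold, LPS raised 4228, 3407, 3464, 2347 and 1338 transcripts and lowered 4581, 3547, 3741, 2585 and 1317, with medians of 1.45, 1.26, 1.26, 1.16 and 1.10 log2 units among those raised. In at least 1, 2, 3, 4 and 5 cell types 8589, 3968, 1564, 521 and 142 rose, 859 in all of macrophages, neutrophils and sDCs and 36.9% in any 2. IL-10 raised 2387, 1820, 1929 and 1840 and lowered 2328, 1576, 1888 and 1952, and 5886, 1711, 338 and 41 rose in at least 1, 2, 3 and 4 cell types (29.1% in any 2). The fall that defines AIR stayed at 2-fold. AIR shares were 24.7%, 30.0%, 18.5% and 24.0%, and 18.9% of AIR transcripts lay in any 2 cell types, against 34.2% of not-AIR transcripts, of which 122 lay in all 4.

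At 4-fold, LPS raised 1509, 1036, 994, 604 and 328 and lowered 1577, 793, 793, 410 and 301 transcripts, with medians of 3.50, 3.35, 3.12, 3.32 and 3.70, where eosinophils had the highest. 3136 transcripts rose in at least 1 cell type and 927, 282, 96 and 30 in at least 2, 3, 4 and 5, 190 in all of macrophages, neutrophils and sDCs and 24.7% in any 2. IL-10 raised 737, 421, 407 and 364 and lowered 729, 324, 391 and 361, and 1660, 246, 22 and 1 rose in at least 1, 2, 3 and 4 cell types (14.8% in any 2). AIR transcripts numbered 564, 561, 331 and 270 (37.4%, 54.2%, 33.3% and 44.7%), with 15.7% in any 2 cell types and 4 in all 4, against 19.6% and 13 of not-AIR transcripts.

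Correlations between reconstructed replicates ran from 0.549 to 0.783 on log2(value + 0.1), from 0.270 to 0.983 on the linear scale, and from 0.228 to 0.689 for transcripts with a mean of at least 50. The reported correlations already take in all solved transcripts, so keeping those with at least 1 count was not a separate setting. Among components, the largest share of LPS within cell types fell to component 5 for the 2000 transcripts with the largest variance and to component 12 without centring. Without centring the largest common LPS difference lay in component 6, with 0.337% of all variance; leaving the transcript averages in place adds a leading component and most of the variance. In the other 3 alternatives it lay in component 5, and its adjusted permutation p was between 0.0044 and 0.0066 in all 4. The smallest adjusted permutation p for IL-10 was between 0.13 and 0.40.

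For CpG frequency, 1 promoter per gene turned the direction in sDCs, where the AIR median then lay below the not-AIR median (adjusted permutation p = 0.38, with 0.38 to 0.70 over the alternatives). In the other cell types direction and side of the threshold stayed the same, with adjusted permutation p of 0.31 to 0.64 in macrophages, 0.0013 to 0.0050 in neutrophils and 0.00052 to 0.0051 in mast cells over the alternatives. The cause was not tested.

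With promoters from 1000 bp upstream to 100 bp downstream, 4 directions that were not past the threshold turned: the GC box in AIR against not-AIR promoters of macrophages (0.986), IRF in not-AIR against other (1.01) and NF-κB in AIR against not-AIR promoters of neutrophils (0.981), and NF-κB in AIR against other promoters of sDCs (1.2). No longer past the threshold were the odds ratios of AIR against not-AIR promoters for IRF in macrophages (0.915) and mast cells (1.39) and for NF-κB in sDCs (0.833). The same held for NF-κB in AIR (1.2) and not-AIR (1.22) against other promoters of neutrophils. IRF in AIR against other promoters of macrophages newly passed it (1.38).

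Within classes of similar CpG ratio, NF-κB in AIR against other promoters of mast cells turned to 0.969, on either side not past the threshold. The GC box was no longer past the threshold against other promoters in macrophages (0.962 for AIR, 0.886 for not-AIR), mast cells (0.801 and 0.880), and, for not-AIR promoters, neutrophils (0.862) and sDCs (0.895). Nor was it in AIR against not-AIR promoters of neutrophils (0.862). NF-κB also fell short in AIR against other promoters of neutrophils (1.46) and in AIR against not-AIR promoters of sDCs (0.573), with odds ratios of 1.46 and 0.572 as reported.

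No paired analysis was possible because the deposited table holds the mean of each group, so the replicate number could not be entered as a block. For the same reason tests on counts with other size factors (DESeq2, edgeR with RLE factors) were not run, nor were a prior count, fits of only the groups compared or of all groups, leaving out each library, and the alternatives that rest on an adjusted p of a transcript. Tests of cytokine families under other correlations, units or samples were not run either, since too few members are held. Depth limits these results in that macrophage LPS and IL-10 with LPS replicates differ most in tags, and means of quantile-normalized values allow no counting interval. How many of the calls depth decides could not be measured from means.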

Differences from the paper's values

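Calls at 1.5-fold and at 4-fold were tried only after the values had been seen. Values count as different when one is more than 1.5 times the other, and correlations when they differ by more than 0.05. The deposited means carry no q-values, and only part of the transcripts is held, so numbers of transcripts are not compared. The paper also counted a transcript significant in 1 cell type as changed in another at more than 1.5-fold. That rule raises sharing between cell types, and no setting here applies it. Percentages of sharing below thus rest on unlike definitions.

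The paper gives 15% as the share of transcripts raised by LPS that are AIR transcripts in sDCs. Here it was 23.4%. Of the alternatives set before the data were examined, a pseudocount of 10 (19.5%), a minimum of 50 (18.5%) and gene sums (12.1%) fall within 1.5 times the paper's value. A pseudocount of 0.1 (23.6%), no minimum beyond 1 (26.3%) and a fall of 1.5-fold for AIR (40.8%) do not. Calls at 1.5-fold, chosen after seeing the values, give 18.5% and also fall within it. Calls at 4-fold, chosen in the same way, do not, and their sDC share lies further from the paper's value than 23.4%. How many of the transcripts on the paper's own sDC list the 1.5-fold setting drops was not counted. For the lowest share over the 4 cell types the paper's Discussion gives 10%, whereas its Results give the 15% of sDCs. Here it was 23.4%, again in sDCs, so this is the same share as above and not a further difference. Among the alternatives set before the data were examined only gene sums (12.1%) come within 1.5 times, and 19.5%, 18.5%, 23.6%, 26.3% and 40.8% do not.

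For AIR transcripts found in any 2 cell types the paper gives 28%. Here it was 17.7%. Without a minimum beyond 1 (19.8%), with gene sums (26.2%) and with a fall of 1.5-fold for AIR (22.5%), all set before the data were examined, the values are within 1.5 times of each other. With a pseudocount of 10 (15.9%) or 0.1 (17.8%) and with a minimum of 50 (15.5%) they are not. Calls at 1.5-fold, chosen after seeing the values, give 18.9%, which is within it, and calls at 4-fold give 15.7%, which is not. The transcripts of the paper's list that the former drops were not counted. For not-AIR transcripts the paper gives 53% and here it was 26.3%, without the paper's 1.5-fold rule for other cell types. None of the alternatives set before the data were examined comes within 1.5 times, with 25.7%, 26.0%, 28.4%, 24.6%, 32.9% and 20.8% for the pseudocounts of 10 and 0.1, no minimum beyond 1, the minimum of 50, gene sums and the fall of 1.5-fold. Neither do calls at 1.5-fold (34.2%) or 4-fold (19.6%).

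Of the transcripts raised by IL-10, the paper finds 39% in any 2 cell types. Here it was 21.9%. The alternatives set before the data were examined all differ too: 17.0% with a pseudocount of 10, 22.4% with 0.1, 25.0% without a minimum beyond 1, 15.0% with a minimum of 50 and 16.3% with gene sums. Calls at 1.5-fold, chosen after seeing the values, give 29.1%, within 1.5 times of the paper's value, and the transcripts of its list dropped by that setting were not counted. Calls at 4-fold, chosen in the same way, give a share below 21.9% and do not come within 1.5 times.

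For correlations between replicates the paper gives a range of 0.7 to 0.9. The reconstructed values, which cover transcripts on the paper's lists, ran from 0.620 to 0.841. The alternatives set before the data were examined all differ as well, with 0.549 to 0.783 on log2(value + 0.1), 0.270 to 0.983 on the linear scale and 0.228 to 0.689 for means of at least 50. The last of these narrows the range of values, which by itself lowers a correlation. The paper states that most correlations exceed 0.8, and here 5 of 18 groups did on log2(value + 1), 4 of them in sDCs. On the linear scale 8 of 18 did, on log2(value + 0.1) and for means of at least 50 none did, and the scale of the paper's correlations is not given in the sources used here.

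Other statements of the paper differ in direction or order. It describes a difference in CpG frequency between AIR and not-AIR genes in neutrophils, sDCs and mast cells. In sDCs the medians were 0.579 for AIR and 0.549 for not-AIR transcripts, the opposite order, and the permutation test gave an adjusted p of 0.70, with 0.38 to 0.70 over the alternatives. With 1 promoter per gene, an alternative set before the data were examined, the sDC medians were 0.578 for AIR and 0.598 for not-AIR genes, the paper's order. The paper counted CG dinucleotides, whereas the measure here is a ratio of observed to expected CpG. In neutrophils and mast cells AIR transcripts had the lower medians, as in the paper. It also places not-AIR genes near the rest of the transcriptome. Here not-AIR medians lay below those of the other transcripts in neutrophils (0.543 against 0.666), sDCs (0.549 against 0.660) and mast cells (0.589 against 0.664), differences that were not tested.

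From its motif scan the paper places NF-κB with the AIR genes of macrophages and IRF with those of sDCs. With a consensus sequence in place of its matrices, NF-κB in macrophages had an odds ratio of 0.829 in AIR against not-AIR promoters and 1.17 against other promoters, neither past the threshold by Fisher's exact test. These sets take any gene with at least 1 AIR transcript, so AIR calls that arise by chance could hide a difference. IRF in sDCs had an odds ratio of 1.12 against not-AIR promoters, and against other promoters 1.91, which passed the threshold. For neutrophils, where the paper names both, IRF was more frequent in AIR than in not-AIR promoters (odds ratio 2.15) and NF-κB was not (1.03), although against other promoters NF-κB was (1.46). In mast cells IRF was more frequent in AIR promoters (2.21), as in the paper. The paper reports a zinc finger motif among not-AIR genes of sDCs and less so of neutrophils. The GC box, which stands in for it only in part, was less frequent there than in other promoters (odds ratios 0.735 and 0.688). Within classes of similar CpG ratio the odds ratios were 0.895 and 0.862, neither past the threshold.

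The paper describes Irf3 as lowered by IL-10 in neutrophils, sDCs and mast cells. That statement is about transcripts, and by gene sums over 7 transcripts the log2 change was -0.02, 0.18 and -0.19 there, and 0.10 in macrophages, where the paper describes none. Of single Irf3 transcripts 2 of 7 were lower in neutrophils, 1 of 7 in sDCs, 7 of 7 in mast cells, as in the paper, and 3 of 6 in macrophages. Of these 0, 0, 1 and 1 fell at least 2-fold in the same order. It lists all known targets of IL-10 other than Nfkbid and Inpp5d as raised in macrophages at 1.5-fold. Of the 3 such genes held, Sbno2 (1.98) and Ptpn1 (1.55) passed this ratio and Hmox1 (1.29) did not, and Hmox1 did in mast cells (2.40).

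The paper names chemokines as the strongest responders to LPS. Over 5 cell types, the family member with the largest log2 fold change was an interleukin in 4, namely Il12b in macrophages (8.89) and neutrophils (10.87) and Il27 in sDCs (7.76) and mast cells (6.07). Tnf in macrophages with LPS was at the ceiling of the deposited table, which limits its fold change, so its order against Il12b there is not settled. In eosinophils Ccl22 (3.80) exceeded Il12b (3.50). Only 7 of 40 chemokines were analysed here. In macrophages, where the paper has interleukins as the main suppressed class, the median log2 change of those raised by LPS was -1.28, against -1.34 for chemokines, while 6 of 10 interleukins and 2 of 3 chemokines fell at least 2-fold. In neutrophils chemokines fell more (-2.34 against -1.55), as in the paper.

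Cytokines and chemokines dominate the paper's list of AIR genes in any 2 or 3 cell types. Interleukins, chemokines and TNF-family members made up 11 of 86 AIR genes in 2 or more cell types (12.8%) and 8 of 25 in 3 or more (32.0%), against 4.27% of AIR genes anywhere. Only 12 of 46 interleukins, 7 of 40 chemokines and 7 of 18 TNF-family members were analysed here, and cytokines of other families, such as Csf2 and Lif, are not counted as members. AIR genes of a single cell type are described as induced by LPS only there. Of AIR transcripts found in 1 cell type, between 8.24% and 26.6% also rose at least 2-fold in another given cell type, and between 40.7% and 52.2% in at least 1 other. Their medians elsewhere were at most 0.20, but with gene sums the highest were 1.03 for neutrophil and 1.25 for mast cell genes.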

Other observations

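The comparisons of falls with rises, the scaled noise, the random subsets of not-AIR size, the random lists for a shared IL-10 response, the shuffled AIR calls, and the tests on printed log2 values and zeros were chosen only after the results had been seen.

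AIR transcripts were shared between fewer cell types (17.7%) than not-AIR transcripts (26.3%). Set sizes alone give this order: random subsets of the transcripts raised by LPS shared 13.1% at the AIR sizes and 26.8% at the not-AIR sizes. The AIR share lay above its own random subsets, in all 10000 draws. Noise at low counts cannot be told apart from set size by a minimum of 50, which gave 15.5% for AIR and 24.6% for not-AIR transcripts. The gap thus stayed without low transcripts, but set sizes give such a gap at that minimum too, with random subsets at 10.3% and 24.5%. Reads split between isoforms stay open, since AIR genes shared 26.2% by gene sums, where random subsets shared 12.1%. Random subsets stand for IL-10 acting on transcripts chosen independently in each cell type. The AIR share lay above them, so such a choice is argued against, and the order of the shares does not need a response to IL-10 that differs between cell types. How far the response differs stays open.

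The number of AIR transcripts could arise in part from using the LPS libraries in both steps of their definition. With no effect of IL-10 and noise from the reconstructed replicates, the simulated number reached at least 0.933 of the observed one in all 4 cell types. That noise is too large, since it also gave more transcripts raised by IL-10 than were observed. With noise scaled to those calls the ratios were 0.653 in macrophages, 0.377 in neutrophils, 0.732 in sDCs and 0.580 in mast cells. Simulated shares of the transcripts raised by LPS were 15.1%, 11.5%, 13.4% and 11.3%, below the observed 29.0%, 39.2%, 23.4% and 31.4%. The highest of 100 such simulations, 627, 366, 428 and 298 in the same order, stayed below the observed 869, 865, 517 and 444, so noise of that size does not give the whole number. That size is taken from groups without LPS. The typical difference between replicates was larger with LPS than untreated in neutrophils (0.85 against 0.46 log2 units), sDCs (0.44 against 0.25) and, by less, macrophages (1.00 against 0.88), and not in mast cells (1.09 against 1.23). Noise was also drawn for each group on its own, although replicate number goes with the library kit in mast cells and with depth in macrophages and neutrophils. As the true noise is not known, how much of the number is due to chance stays open.

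A comparison that selects on both treatments alike took transcripts raised on the average of LPS and IL-10 with LPS, and counted 2-fold falls and rises. If IL-10 had no effect and both groups were equally noisy, falls and rises would be alike in number. Replicates differed more with LPS than with IL-10 and LPS, for example 0.85 against 0.68 log2 units in neutrophils, so 100 simulations with no effect of IL-10 were given the spread of each group's own replicates, as it is or scaled as above. These draws were made for each group on its own, although replicate number goes with depth in neutrophils and macrophages and with the library kit in mast cells. Falls in the simulations made up between 48.3% and 50.8% on average in each cell type and unit. In neutrophils falls made up 62.6% of transcripts (95% interval 59.6% to 65.4%) and 69.2% of genes (62.2% to 75.5%), both above the highest simulated value (54.6% and 65.0%), which argues against noise of this kind alone. In macrophages this held for genes (67.9%, 60.4% to 74.5%, highest simulated value 63.4%) but not for transcripts (51.6%, 48.8% to 54.4%). In sDCs it held for transcripts (58.3%, 54.4% to 62.0%, highest simulated value 56.1%) but not for genes (53.3%, 43.8% to 62.6%). For mast cells neither transcripts (49.5%, 45.7% to 53.3%) nor genes (53.8%, 44.8% to 62.6%) departed from equal numbers. The intervals take transcripts as independent, which they are not. An effect of IL-10 that lowers more LPS-induced genes than it raises may be present in neutrophils, as a hypothesis. These were 8 comparisons, and differences between cell types were not tested.

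In gene sums, component 8 (0.819% of the variance) separated IL-10 from no IL-10 in 8 of 8 pairs of groups, and a common difference explained 78.0% of it. Its permutation p of 0.0078 is the smallest that the labellings allow, and after adjustment over 17 components it was 0.133. Genes with the largest loadings were Saa1, Timp1, Kif1a, Mt2 and Zc3h12d on the raised side and Il12b, Kazald1, Il23a, Ppfia3 and Ccl17 on the lowered side, named after their values were seen. Chance alignment was tested in each cell type on the 100 genes most raised or lowered in the other 3. Raised genes had a median change above all random lists of like level in 8 of 8 comparisons. The lowest median was 0.0951 log2 units, in mast cells with IL-10 against untreated, where 57 of 100 genes were higher. Lowered genes had a median below all random lists in 5 of 8, but not in macrophages, neutrophils or mast cells for IL-10 against untreated. This argues against chance alignment, and a small response shared by the 4 cell types may exist, as a hypothesis found and tested on the same data. Handling common to all cultures with IL-10 stays open and was not tested.

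Log2 fold changes printed in the paper's tables differ from those of the deposited means. The median absolute difference ran from 0.02 for IL-10 in sDCs to 0.20 for LPS in macrophages, and between 12.8% and 30.2% of transcripts differed by more than 1. Printed values may be averages of log2(value + 0.1) over replicates, since whole-number replicate values were found for 100% of the fits under that rule. No biological explanation was tested. The mean is used for AIR in the paper's macrophage list: 274 of 274 AIR transcripts have a ratio of means under 0.5 (highest 0.499) and 0 of 959 not-AIR transcripts do. By printed values 246 and 44 fall at least 2-fold.

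On the paper's macrophage lists for IL-10, 42.0% of transcripts had 1 replicate of untreated or IL-10 at 0 and the other at 20 or more, against 11.4% of other solved transcripts. At means of 10 to 50 the shares were 58.4% and 35.3%, at 50 to 200 they were 56.2% and 21.8%, and over 200 they were 26.3% and 4.11%. At means under 10, where few such pairs can occur, the order was the opposite, with 3.25% (4 of 123) of listed and 10.3% (4 of 39) of other transcripts. A 0 in 1 replicate, which moves an average of log2 values far, may thus have placed part of these transcripts on the lists. Of 638 transcripts listed as raised, 612 had a higher mean with IL-10, 24 a lower mean and 378 a rise of at least 2-fold. For Cfb (ENSMUST00000128767), chosen after its values were seen, they were 0 and 3294 untreated and 563 and 2576 with IL-10. A response to IL-10 in the same transcripts stays open.

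Correlations between mast cell replicates reached 0.707 at most, below those of sDCs (0.807 to 0.841). A library kit used for replicate 2 only may explain this, as sDC libraries were all made with that kit. Macrophage replicates, without such a mix, were as low (0.708 at most), so the kit is not needed for such values, and a difference between cell types stays open. Replicate 1 of the macrophage untreated and IL-10 groups had been published before, so in replicate 1 LPS is set against an earlier library, and the macrophage LPS numbers carry this. The correlation was 0.620 in untreated macrophages and 0.621 with IL-10, where 1 library is an earlier one, and 0.695 with LPS and 0.708 with both, where none is. Reconstructed pairs have no order, so an earlier origin and other differences between the replicates cannot be told apart.

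Pairs of libraries are listed with equal totals of tags in the paper's Table S1: 6877778 for replicate 1 of macrophages with LPS and with IL-10 and LPS, 13333334 for replicate 1 of untreated macrophages and those with IL-10, and 27481876 for replicate 1 of neutrophils with LPS and with IL-10 and LPS. Mapped tags differ within each pair. No explanation, technical or biological, was tested.

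Il10ra stood at 1843.5 in untreated macrophages, 2380 in neutrophils, 3958 in sDCs, 10905.5 in mast cells and 950.5 in eosinophils, and Il10rb at 6351.5, 2034.5, 2513.5, 964.5 and 1223.5 in the same order. Of the genes measured by qRT-PCR, Il10 with IL-10 and LPS was at 0.694 of its LPS level in macrophages, 0.138 in neutrophils and 0.8 in sDCs. In mast cells Il10 rose from 1.5 to 159.5 with IL-10 and from 5 with LPS to 208.5 with both. Il12b was at 0.0621 in macrophages, 0.00674 in neutrophils, 0.116 in sDCs and 0.137 in mast cells. Cxcl10 was not analysed here.

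Some marker genes of other cell types were listed at high values, and those given here were chosen after their values were seen. Untreated neutrophils had 19128.5 for Epx, 2143.5 for Cd79b, 4485.5 for Hbb-b1 and 3906.5 for Kit. In untreated sDCs the values were 980.5, 860.5, 1155 and 8800, and Mpo went from 4890 to 714 with LPS. Epx was at 185338 in eosinophils, Kit at 122732 in mast cells and Mpo at 22826 in neutrophils. No explanation was tested.

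Of 152 transcripts analysed from the paper's list of those raised by LPS in all 5 cell types, 34 were AIR transcripts in macrophages, 70 in neutrophils, 24 in sDCs and 58 in mast cells. In 2 or more cell types 60 were AIR transcripts, where shuffling the AIR calls within each cell type gave 54.4 on average (95% of shuffles 48 to 60). In 3 or more there were 21 (shuffles 11.9, 95% 7 to 17) and in all 4 there were 5 (0.967, 95% 0 to 3). Not-AIR transcripts in 2 or more cell types were 131 of 147 (89.1%). Here all cell types draw on the same transcripts. No explanation was tested.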
